# Genome-wide mapping in a house mouse hybrid zone reveals hybrid sterility loci and Dobzhansky-Muller interactions

**DOI:** 10.7554/eLife.02504

**Published:** 2014-12-09

**Authors:** Leslie M Turner, Bettina Harr

**Keywords:** speciation, reproductive isolation, hybrid incompatibilities, hybrid zone, mouse

## Abstract

Mapping hybrid defects in contact zones between incipient species can identify genomic regions contributing to reproductive isolation and reveal genetic mechanisms of speciation. The house mouse features a rare combination of sophisticated genetic tools and natural hybrid zones between subspecies. Male hybrids often show reduced fertility, a common reproductive barrier between incipient species. Laboratory crosses have identified sterility loci, but each encompasses hundreds of genes. We map genetic determinants of testis weight and testis gene expression using offspring of mice captured in a hybrid zone between *M. musculus musculus* and *M. m. domesticus*. Many generations of admixture enables high-resolution mapping of loci contributing to these sterility-related phenotypes. We identify complex interactions among sterility loci, suggesting multiple, non-independent genetic incompatibilities contribute to barriers to gene flow in the hybrid zone.

**DOI:** http://dx.doi.org/10.7554/eLife.02504.001

## eLife digest

Different species have often evolved from a common ancestor. In order to become distinct species, however, the different groups of descendants of that ancestor must have become isolated from one another at some point in their history so that they could no longer mate or reproduce. For example, a mountain or a river might create a physical barrier that keeps species apart, so that if the species meet up again they may struggle to mate or produce offspring. Furthermore, any ‘hybrid’ offspring that are produced may themselves struggle to survive or successfully reproduce.

Examining the genes of the hybrid offspring that result when two recently separated species crossbreed could help us to understand how new species evolve. However, the challenges of finding enough suitable hybrids to compare means that few studies have so far investigated the genetic changes that occur to make reproduction between separate species difficult.

Two subspecies of the house mouse—*Mus musculus musculus* and *Mus musculus domesticus*—live alongside each other in a region of central Europe and can mate and produce hybrid offspring. Male hybrid mice are commonly less fertile than non-hybrids; this acts as a barrier to reproductive success that helps to maintain the separation between the two subspecies.

Turner and Harr captured wild hybrid mice, bred them in the laboratory, and studied their offspring. This strategy enabled them to measure fertility in mice very similar to wild-caught hybrids, but now all individuals can be measured at the same age and under the same environmental conditions.

A method called a genome-wide association study can be used to survey the genes of individuals with a particular disease or physical characteristic in an effort to identify gene variants that are associated with that condition. In many species, the weight of a male's testes has been linked to their fertility—small testes mean the male is likely to be less fertile. Changes in how genes are ‘expressed’ in the testes can also reduce fertility.

Turner and Harr used a genome-wide association study to investigate which genetic changes are linked to changes in testis weight or how genes in the testes are expressed in the offspring of hybrid mice. This revealed that many separate genetic regions are involved; including some that had not previously been identified. Turner and Harr then examined how these gene regions interact with each other. With the exception of one gene, all interacted with at least one of the other genetic regions that had been identified, forming a complex network of interactions.

Although a genome-wide association study reveals which genes are altered in hybrid mice with small testes, it does not reveal which of these genes actually cause the changes in testis size and gene expression. However, the work of Turner and Harr greatly narrows down the candidates for further investigation.

**DOI:** http://dx.doi.org/10.7554/eLife.02504.002

## Introduction

New species arise when reproductive barriers form, preventing gene flow between populations (Coyne and Orr, 2004). Recently, two approaches have substantially advanced the understanding of the genetic mechanisms underlying reproductive isolation (Reviewed in Noor and Feder (2006); Reviewed in Wolf et al. (2010)). Genetic crosses in the laboratory involving model organisms have identified loci and genes causing hybrid defects, a common type of reproductive barrier caused by genetic interactions between divergent alleles at two or more loci (Bateson, 1909; Dobzhansky, 1937; Muller, 1942). In nature, recent technological advances enable fine-scale characterization of genome-wide patterns of divergence between incipient species and variation in hybrid zones.

For example, ‘islands of divergence’ have been reported in species pairs from taxonomically diverse groups (Turner et al., 2005; Nadeau et al., 2011; Nosil et al., 2012; Ellegren et al., 2013; Hemmer-Hansen et al., 2013; Renaut et al., 2013; Carneiro et al., 2014; Poelstra et al., 2014; Schumer et al., 2014). These high-divergence genomic outlier regions are sometimes referred to as ‘islands of speciation’, resistant to introgression because they harbor genes causing reproductive isolation. However, other forces can create similar genomic patterns, thus islands may not always represent targets of selection that contributed to speciation (Noor and Bennett, 2009; Turner and Hahn, 2010; Renaut et al., 2013; Cruickshank and Hahn, 2014).

An alternative approach to identify genomic regions contributing to reproductive isolation is to map known reproductive barrier traits in naturally hybridizing populations. The potential for mapping in hybrid zones is long-recognized (Kocher and Sage, 1986; Harrison, 1990; Szymura and Barton, 1991; Briscoe et al., 1994; Reviewed in Rieseberg and Buerkle (2002)). Hybrid zones are ‘natural laboratories for evolutionary studies’ (Hewitt, 1988), enabling investigation of speciation in progress. The Dobzhansky-Muller model predicts that hybrid incompatibilities between incipient species accumulate faster than linearly with time (Orr, 1995), thus investigating taxa in the early stages of speciation facilitates identification of incompatibilities that initially caused reproductive isolation vs incompatibilities that arose after isolation was complete.

Despite these advantages, few studies have mapped barrier traits or other fitness-related traits in nature, due to the logistical challenges of collecting dense genome-wide genetic markers in species with admixed populations and well-characterized phenotypes. Examples include associations between pollen sterility and genomic regions showing reduced introgression in a sunflower hybrid zone (Rieseberg et al., 1999) and loci contributing to variation in male nuptial color and body shape mapped in a recently admixed stickleback population (Malek et al., 2012).

House mice (*Mus musculus*) are a promising model system for genetic mapping in natural populations (Laurie et al., 2007) and have an abundance of genetic tools available to ultimately isolate and characterize the causative genes underlying candidate loci. Three house mouse subspecies—*M. m. musculus, M. m. domesticus*, and *M. m. castaneus*–diverged ∼500,000 years ago from a common ancestor (Reviewed in Boursot et al. (1993); Salcedo et al. (2007); Geraldes et al. (2008)). *M. m. musculus* and *M. m. domesticus* (hereafter, *musculus* and *domesticus*) colonized Europe through different geographic routes and meet in a narrow secondary contact zone running through central Europe from Bulgaria to Denmark (Sage et al., 1986; Boursot et al., 1993). Genome-wide analyses of patterns of gene flow in several geographically distinct transects across the hybrid zone have identified genomic regions showing reduced introgression, which may contribute to reproductive isolation (Tucker et al., 1992; Macholan et al., 2007; Teeter et al., 2008, 2010; Janousek et al., 2012).

Reduced male fertility is common in wild-caught hybrids (Albrechtová et al., 2012; Turner et al., 2012) and in *musculus*–*domesticus* hybrids generated in the laboratory (Britton-Davidian et al., 2005; Reviewed in Good et al. (2008a)), implying that hybrid sterility is an important barrier to gene flow in house mice. Mapping studies using F_1_ and F_2_, hybrids generated from laboratory crosses between house mouse subspecies have identified many loci and genetic interactions contributing to sterility phenotypes (Storchova et al., 2004; Good et al., 2008b; White et al., 2011; Dzur-Gejdosova et al., 2012; Turner et al., 2014). *Prdm9*, a histone methyltransferase, was recently identified as a gene causing F_1_ hybrid sterility and is the first mammalian hybrid incompatibility gene identified (Mihola et al., 2009). Comparisons between different F_1_ crosses show that hybrid sterility alleles are polymorphic within subspecies (Britton-Davidian et al., 2005; Good et al., 2008a). Furthermore, reduced fertility phenotypes observed in nature vary in severity; complete sterility, as documented in some F_1_ crosses, appears to be rare or absent in the hybrid zone (Albrechtová et al., 2012; Turner et al., 2012). Taken together, studies of hybrid sterility in house mice indicate that, even in the early stages of speciation, the genetic basis of hybrid defects can be complex. Studies of gene flow in the hybrid zone and of hybrid sterility in the laboratory both have advantages and have shed light on the speciation process. Mapping sterility phenotypes in natural hybrids can potentially integrate insights from the two approaches by identifying associations between hybrid incompatibility loci and reduced gene flow across the hybrid zone.

In this study, we map sterility-related phenotypes in hybrid zone mice to investigate the genetic architecture of reproductive isolation between incipient species. We performed a genome-wide association study (GWAS) to map testis weight and testis gene expression in 185 first generation lab-bred offspring of wild-caught hybrid mice (Figure 1—figure supplement 1). GWAS have been powerful in humans, loci contributing to hundreds of quantitative traits associated with disease and other phenotypic variation has been identified (Reviewed in Stranger et al. (2011)). Examples of GWAS for fitness-related traits in non-humans are only beginning to emerge (Johnston et al., 2011; Filiault and Maloof, 2012; Magwire et al., 2012).

Our hybrid zone GWAS identified genomic regions associated with variation in relative testis weight (testis weight/body weight) and genome-wide testis expression pattern, including regions previously implicated in hybrid sterility as well as novel loci. Motivated by the Dobzhansky–Muller genetic model of hybrid defects, we tested for genetic interactions (Dobzhansky–Muller interactions—‘DMIs’) between loci affecting testis weight or expression pattern. All loci except one showed evidence for interaction with at least one partner locus and most interact with more than one partner. The deviations in phenotype associated with most interactions were large–affected individuals have phenotypes below the range observed in pure subspecies–suggesting that these interactions indeed are hybrid incompatibilities. To our knowledge, this is the first GWAS for a reproductive barrier trait. Using natural hybrids provided high mapping resolution that will facilitate future studies to identify causative genes; for example, a majority of GWAS regions contain 10 or fewer genes. Moreover, this study provides the first genome-scale description of a hybrid incompatibility network in nature.

## Results

### Sterility-associated phenotypes

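Testis expression was measured in 190 males, the first-generation offspring, bred in the laboratory, of mice caught in the hybrid zone, with 1 single-color array per male. The paper reports expression for 179 males of its mapping population and its text does not name them, so all 190 males were analysed here. These are more males than the paper's whole mapping population, so some of them lie outside it. Males were weaned at 28 days of age and testes were taken at 62 to 86 days. The values used here are the authors' processed values for 24218 probes, on a log scale taken as log2 since the base is not stated. Array medians lay between 9.23 and 9.42. There were 2519 empty cells, spread over 2132 probes, and the 22086 probes with a value in every male were used for principal components. Within each of these probes the values followed normal quantile ranks over the males almost exactly, so that distances between males within a probe reflect their order and not the size of the original difference. For this reason no fold changes are given. Probes are known here only by their identifiers, with no gene name or position, and relative testis weight, genotype and family were not analysed here. Some males are siblings, so p-values over males are too small. The number of arrays limits the precision of each value.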

We investigated two phenotypes in males from the house mouse hybrid zone: relative testis weight (testis weight/body weight) and genome-wide testis gene expression pattern. Both of these phenotypes have previously been linked to hybrid male sterility in studies of offspring from crosses between *musculus* and *domesticus* and mice from the hybrid zone (Britton-Davidian et al., 2005; Rottscheidt and Harr, 2007; Reviewed in Good et al. (2008a), (2010); White et al. (2011); Turner et al. (2012), (2014)). We refer to these as ‘sterility phenotypes’, following conventional terminology in the field, however, it is important to note that the severity of defects observed in most hybrid zone mice is consistent with reduced fertility/partial sterility (Turner et al., 2012).

Testis expression PC1 (explaining 14.6% of the variance) is significantly correlated with relative testis weight (cor = 0.67, *P* = 2 × 10^−16^), indicating that there is a strong association between those two sterility phenotypes (Figure 1—figure supplement 2). 

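PC1 explained 14.6% of the variance (bootstrap standard error 2.36, 100 draws of males) in the 190 males. When the values of each probe were shuffled over males, the first component explained at most 0.634% in 100 draws. PC1 was a component of many transcripts. Expression at 2621 probes rose with the PC1 score at a Pearson's r of at least 0.5, and at 2347 probes it fell at an r of at most -0.5, together 22.5% of the 22086 probes. The count depended on the males with the lowest scores. Without the 10 lowest, 939 probes had an r of at least 0.5 and 795 had an r of at most -0.5, and 1653 probes passed in the same direction both with and without them. Leaving out males by their score narrows its range, which lowers correlations by itself. By Spearman's rho, 1567 probes reached 0.5 and 1244 reached -0.5. In the brightest 10% of probes by mean signal 27.3% rose with the score and 10.7% fell, and in the dimmest 10% 2.08% rose and 4.39% fell. Without the 10 lowest males these shares were 8.19% and 5.21% in the brightest probes and 0.724% and 1.36% in the dimmest. The split by signal was chosen after the values were seen. The 4 arrays with the lowest PC1 scores also had the 4 lowest 99th percentiles of signal, at most 15.88 against a median of 16.37 over arrays. Signal differs between probes for reasons other than transcript abundance. A share of 0.5 of the squared loadings was held by the 4457 probes with the largest loadings, 20.2% of all probes. The strongest positive correlations were at A_52_P654148 (r = 0.799, adjusted p = 1.18e-38 from limma) and A_52_P535052 (r = 0.768, adjusted p = 6.19e-35 from limma). The strongest negative correlations were at A_51_P321984 (r = -0.784, adjusted p = 6.56e-37 from limma) and A_51_P458866 (r = -0.780, adjusted p = 1.67e-36 from limma). PC1 is computed from the same probes, so these values describe the component and are not independent tests. From the correlation of PC1 with relative testis weight, the paper reasons that the sterility phenotypes are strongly associated.

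**Figure D1:**
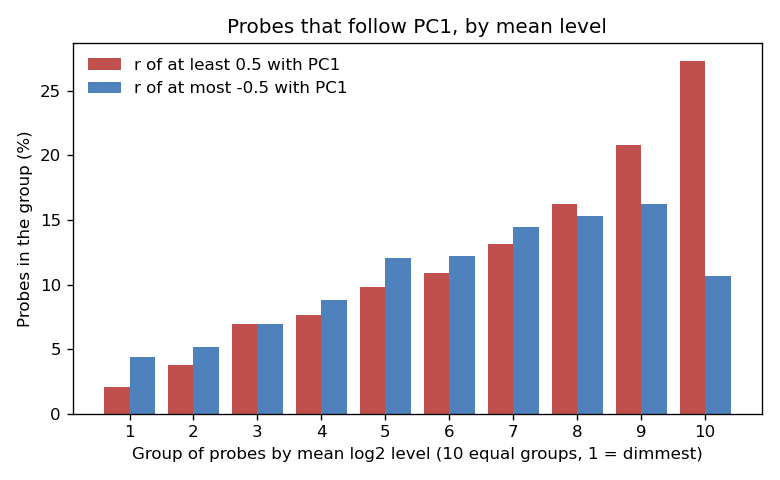
Percent of probes with a Pearson's r of at least 0.5 (red) or at most -0.5 (blue) with the PC1 score over 190 males, in 10 equal groups of probes by mean log2 level (group 1 is the dimmest). The share of probes that rose with the score was 2.08% in the dimmest group and 27.3% in the brightest.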

Principal component 2 (PC2, 8.1% variance) is strongly correlated with hybrid index (% *musculus* autosomal SNPs: cor = 0.75, *P* = 2 × 10^−16^), thus the effect of hybrid defects does not obscure subspecies differences in expression.

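PC2 explained 8.07% of the variance (bootstrap standard error 0.588) and its scores ran from -107.1 to 122.0, with 112 of 190 males above 0. At 886 probes expression rose with PC2 at an r of at least 0.5, and at 767 probes it fell at an r of at most -0.5. An absolute r of 0.5 with both PC1 and PC2 was reached by 47 probes. PC1 and PC2 scores are uncorrelated by construction, which by itself limits such overlap, and no expected count was computed. The highest and lowest correlations of single probes with PC2 were 0.825 and -0.809. When the 24 males with PC1 scores below the paper's pure subspecies minimum were left out and the components were computed again, the first component of the remaining 166 males explained 9.97% of the variance. Its scores followed the original PC2 scores with a Pearson's r of 0.974 and a Spearman's rho of 0.954. Leaving out males by low PC1 scores lowers the variance along PC1 by itself, so that the component following PC2 came first is in part built in. This repeat was chosen after the values were seen. PC2 differed between runs of males in the order in which they are listed, and such runs held 31.4% of its variance (permutation test, p = 1e-05, the smallest that 100000 permutations can give, and 2e-05 after Benjamini-Hochberg adjustment over 6 components). Hybrid index was not analysed here.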

In the mapping population, 19/185 (10.2%) individuals had relative testis weight below the minimum observed in pure subspecies males and 21/179 (11.7%) individuals had expression PC1 scores below (PC1 = −46.97) the pure subspecies range.

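Of the 190 males, 24 (12.6%, exact Clopper-Pearson 95% interval 8.26% to 18.2%) had PC1 scores below -46.97. One of them, individual FP143, had a score of -46.97 itself when rounded to 2 decimals. With scores rounded in this way, a step chosen after the values were seen, 23 males (12.1%, interval 7.83% to 17.6%) lay below. The lowest scores were -297.4 in FP152, -260.9 in FP233, -250.2 in FP077 and -211.1 in FP039. The next male, FP130, had a score of -146.5. The highest score was 80.6 and the median was 12.1, with quartiles at -14.8 and 34.2. In 100 random draws of 179 of the 190 males, with components computed in each, between 19 and 27 males lay below -46.97. The paper's 179 males need not be a random part of the 190, so the draws do not stand in for them. Siblings are not independent, so the interval is too narrow.

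**Figure D2:**
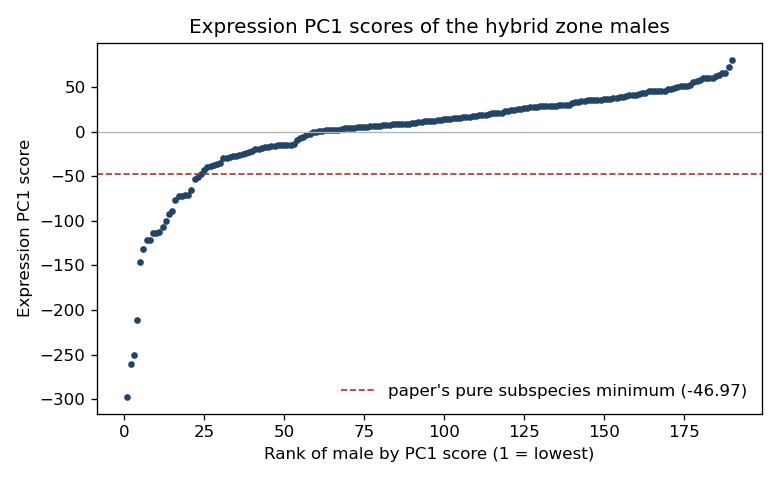
Expression PC1 score of each of 190 males, ordered from the lowest to the highest score. The dashed line is the paper's pure subspecies minimum of -46.97, and 24 males lie below it by unrounded scores.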

### Association mapping

We identified four SNPs significantly associated with relative testis weight in three regions on the X chromosome using stringent thresholds determined by permutation (Table 1; Figure 1A). An additional 51 SNPs were significant using a more permissive significance threshold (false discovery rate (FDR) < 0.1). Significant SNPs were clustered in 12 genomic regions (of size 1 bp to 13.3 Mb; Table 1). We report GWAS regions defined using the permissive FDR threshold because we plan to combine mapping results from multiple phenotypes to identify candidate sterility loci, based on the idea that spurious associations are unlikely to be shared among phenotypes. Significant regions were located on the X chromosome and 9 autosomes, suggesting a minimum of 10 loci contribute to variation in testis weight. It is difficult to estimate the precise number of genes involved, because the extent of linkage disequilibrium (LD) of significant SNPs around a causative mutation depends on the phenotypic effect size, recombination rate, allele frequency, and local population structure. Multiple significant regions might be linked to a single causative mutation, or conversely, a significant region might be linked to multiple causative mutations in the same gene or in multiple genes.

**Table 1.** Genomic regions significantly associated with relative testis weight **DOI:** http://dx.doi.org/10.7554/eLife.02504.003 10.7554/eLife.02504.004Table 1—source data 1.Protein-coding genes in significant relative testis weight regions.**DOI:** http://dx.doi.org/10.7554/eLife.02504.004

Region*1	Chr	Position (Mb)†	Length (kb)	Sig. SNPs (5% perm)‡	No. sign SNPs expression§	Interactions#	Concordant PC1 region¶	Concordant sterility loci**	Sterile Allele††	No. genes (coding) ‡‡	Candidate Genes§§
RTW01	1	173.30–173.34	40.7	1	1	5	PC03		d	3 (3)	
RTW02	2	33.15	2.6	1	0	4	PC04	BHZ	m*	1 (1)	
RTW03	2	129.59–129.65	59.8	1	1	2	PC08	TW^A^	d	2 (1)	
RTW04	6	132.63	–	1	0	0	–		M	0	
RTW05	9	64.40	–	1	0	3	–		U	1 (1)	
RTW06	11	24.25	0.8	1	1	2	PC26	BHZ	D	0	
RTW07	12	37.16–41.52	4364.2	4	4	7	PC29		D	20 (12)	*Arl4a^EFG^*
RTW08	13	51.44	–	1	0	4	–	TW^B^	d	0	
RTW09	17	56.68–58.44	1752.2	4	2	8	PC43	SCbin^A^; TW^A^; BHZ	M	42 (39)	*Acsbg2^E^; Clpp^G^; Safb^G^; Tmem146^EG^*
RTW10	X	12.17	–	1 (1)	1	4	PC46	ASH^D^; eQTLHS^C^; HT^A^; SC^A^	m*	1 (1)	
RTW11	X	85.13–98.43	13294.3	35 (2)	35	3	PC49	ASH^D^; DBT^A^; eQTLHS^C^; FERT^B^; HT^A^; PBT^A^; SC^B^; TAS^A^; TW^BD^; BHZ	D	191 (67)	*Ar^EFG^; Arx^G^; Pcyt1b^EFG^; Tex11^EFG^; Zfx^EFG^*
RTW12	X	127.57–134.13	6555.5	4 (1)	4	2	PC50	ASH^D^; eQTLHS^C^; shPC1^A^; SC^D^; TW^D^; BHZ	D	158 (71)	*Nxf2^G^; Taf7l^EFG^*

* Significant SNPs <10 Mb apart were combined into regions.

† Significant intervals were defined by positions of the most proximal and distal SNPs with LD > 0.9 to a significant SNP.

‡ The number of SNPs significant at FDR < 0.1 is reported; number of significant SNPs significant with <0.05 P value in permutations is in parentheses.

§ Number of significant SNPs enriched for associations with transcripts expressed on another chromosome (P < 0.05; FDR < 0.1; >30 transcripts).

# Number of regions with significant interactions.

¶ Overlapping regions significant for expression PC1 (see Table 2).

** Sterility QTL overlapping or within 10 Mb from ^A^(White et al. 2011), ^B^(Dzur-Gejdosova et al. 2012), ^C^(Turner et al. 2014), ^D^(Good et al. 2008b). Abbreviations for phenotypes: ASH: abnormal sperm head morphology, TW: testis weight, SC: sperm count, shPC1: sperm head shape PC1, eQTLHS: *trans* eQTL hotspot, FERT: fertility, PBT: proximal bent sperm tail, HT: headless/tailless sperm, DBT: distal bent sperm tail, TAS: total abnormal sperm. BHZ: overlapping candidate regions with evidence from epistasis in the Bavarian hybrid zone transect (Janousek et al. 2012).

†† Sterile allele inferred on the basis of frequency of a majority of significant SNPs in pure subspecies samples: D–*domesticus*; M–*musculus*; lower-case indicates F_ST_< 0.7 between pure subspecies; * indicates overlapping PC1 region is D sterile; U–nondiagnostic SNP and/or no majority allele.

‡‡ Number of genes (protein-coding) overlapping region.

§§ Genes with roles in male reproduction on the basis of ^E^male reproduction gene ontology terms (see ‘Materials and methods’) or phenotypes of knockout models reported in ^F^(Matzuk and Lamb 2008) or ^G^MGI database.

**Figure 1.**
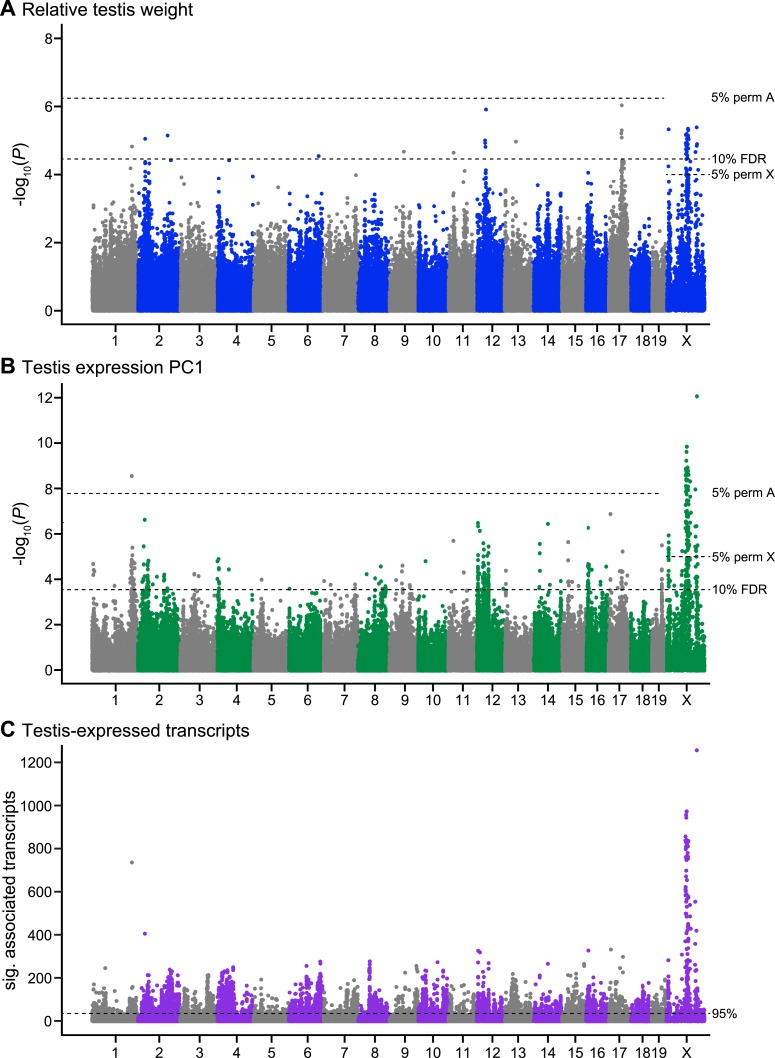
Manhattan plot of GWAS results. Single SNPs associated with (**A**) relative testis weight, (**B**) testis expression principal component 1, and (**C**) expression of transcripts located on other chromosomes (*trans*). Dashed lines indicate significance thresholds based on: permutations for autosomes (labeled 5% perm A), permutations for X chromosome (labeled 5% perm X), false discovery rate <0.1 (labeled 10% FDR), and 95^th^ percentile of significant transcript association counts across SNPs (labeled 95%). **DOI:** http://dx.doi.org/10.7554/eLife.02504.005 10.7554/eLife.02504.006Figure 1—source data 1.SNPs significantly associated with relative testis weight and/or testis expression PC1 (excel file).**DOI:** http://dx.doi.org/10.7554/eLife.02504.006

**Figure 1—figure supplement 1.**
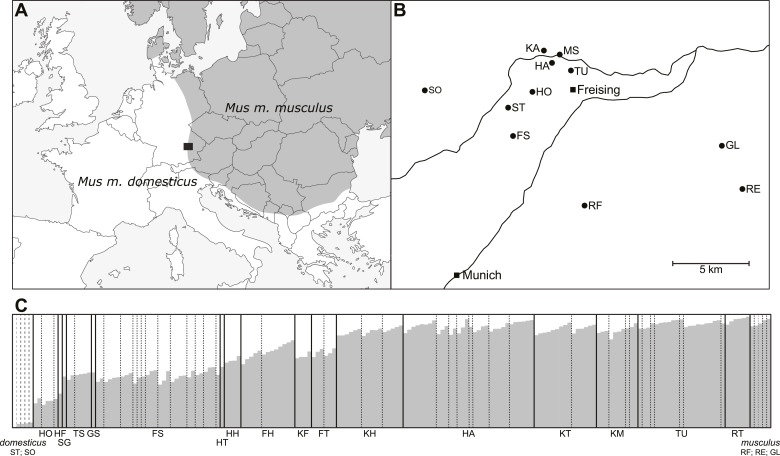
Geographic location of and genetic makeup of mapping population. (**A**) Location of sampling area (black box) in European house mouse hybrid zone. (**B**) Sampling locations for parents of mice in the mapping population. (**C**) Structure analysis of mapping population. Individuals (vertical bands) are arranged by geographic origin and average percentage alleles from *Mus musculus musculus*. **DOI:** http://dx.doi.org/10.7554/eLife.02504.007

**Figure 1—figure supplement 2.**
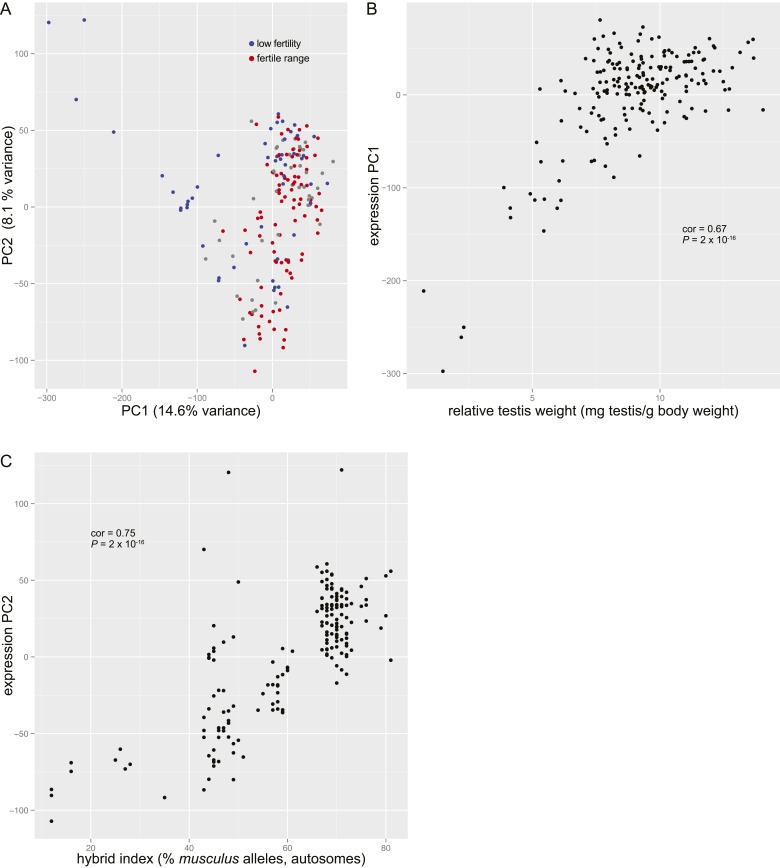
Principal components analysis of genome-wide gene expression in testis. (**A**) Plot of principal component 1 (PC1) vs PC2 scores. Individuals with relative testis weight and/or sperm count below the pure subspecies range are indicated in blue (‘low fertility’). Individuals with relative testis weight and sperm count within one standard deviation of the mean in pure subspecies individuals are indicated in red (‘fertile range’). (**B)** Plot of relative testis weight vs PC1 score. Correlation coefficient (Pearson's) and p value are indicated. (**C)** Plot of hybrid index (% *musculus* alleles on autosomes) vs PC2 score. Correlation coefficient (Pearson's) and p value are indicated. **DOI:** http://dx.doi.org/10.7554/eLife.02504.008

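PC1 scores of the 190 males had a long lower tail with a skewness of -2.39. The paper mapped PC1 in 179 males that its text does not name. A total of 132 males scored above 0. The 4 lowest scores made up 43.3% of the sum of squares of PC1, and the 10 lowest made up 58.8%. Between 17 listing runs, which are stretches of ascending individual numbers in the order of listing, lay 6.56% of its variance, where shuffled males gave 8.46% on average (permutation test, p = 0.70). The paper's table of significant SNPs lists 453 SNPs for PC1, of which 170 are on the X chromosome and 33 on chromosome 1. Genotypes were not analysed here.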

We identified 104 SNPs on the X and chromosome 1 significantly associated with expression PC1 using stringent permutation-based thresholds (Table 2; Figure 1B). An additional 349 SNPs were significant with the more permissive threshold of FDR < 0.1. Significant SNPs clustered in 50 genomic regions located on 18 autosomes and the X.

**Table 2.** Genomic regions significantly associated with testis expression PC1 **DOI:** http://dx.doi.org/10.7554/eLife.02504.009 10.7554/eLife.02504.010Table 2—source data 1.Protein-coding genes in significant testis expression PC1 regions.**DOI:** http://dx.doi.org/10.7554/eLife.02504.010

Region*	Chr	Position (Mb)†	Length (kb)	Sig. SNPs (5% perm)‡	No. sign SNPs expression§	Interactions#	Concordant RTW region¶	Concordant sterility loci**	Sterile Allele††	No. genes (coding) ‡‡	Candidate Genes§§
PC01	1	8.01–12.72	4715.2	4	4	46		BHZ	U	40 (18)	*Mybl1^GH^*
PC02	1	99.53	–	1	1	19		BHZ	D	0	
PC03	1	166.84–185.83	18988.2	28 (1)	25	47	RTW01	BHZ	D	297 (229)	*Adcy10F^GH^; Atp1a4^H^; Ddr2G^H^; DeddH; Exo1^FGH^; F11r^G^; H3f3a^GH^; Lbr^H^; Lmx1a^H^; Mael^FH^; Mpz^H^; Vangl2^H^*
PC04	2	21.72–49.01	27288.0	30	30	45	RTW02	TW^A^; BHZ	D	604 (334)	*Acvr2a^GH^; Bmyc^H^; Grin1^H^; Il1rn^I^; Lhx3^H^; Notch1^F^; Nr5a1^GH^; Nr6a1^F;^ Odf2^FH^; Pax8^GH^; Sh2d3c^H^; Sohlh1^GH^; Strbp^FGH^; Tsc1^H^*
PC05	2	67.00	–	1	1	38		TW^A^	d	1 (0)	
PC06	2	84.56–84.68	125.6	1	1	38		eQTLHS^C^; TW^A^	d	8 (7)	
PC07	2	114.21–116.79	2579.4	7	7	41		eQTLHS^C^; TW^A^; BHZ	D	20 (4)	
PC08	2	129.59–129.65	59.8	1	1	16	RTW03	TW^A^	d	2 (1)	
PC09	3	63.61–63.62	5.5	2	2	36		DBT^A^	M	1 (1)	
PC10	3	82.14	–	1	1	22		eQTLHS^C^	d	0	
PC11	4	3.14–11.16	8023.3	8	8	44			D	98 (31)	*Ccne2^H^; Chd7^H^; Plag1^H^*
PC12	4	52.80	–	1	1	33			U	0	
PC13	5	37.81	–	1	1	40			m	1 (1)	
PC14	6	5.78–5.90	121.6	1	1	28		BHZ	d	1 (1)	
PC15	7	7.09–7.10	9.0	1	1	24		shPC1^A^	d	1 (1)	
PC16	7	35.47	–	1	1	21		shPC1^A^	d	1 (1)	
PC17	7	140.36–140.98	620.9	3	3	43			D	8 (7)	
PC18	8	37.56	–	1	1	22		STA^A^	d	1 (1)	
PC19	8	74.15–74.17	20.9	1	1	33		STA^A^	d	1 (1)	
PC20	8	90.23–106.77	16539.6	5	3	45		STA^A^; BHZ	D	146 (101)	*Bbs2^GH^; Ccdc135^F^; Csnk2a2^GH^; Katnb1^H^; Nkd1^FH^*
PC21	8	118.11–120.56	2451.0	2	2	40		STA^A^	U	23 (16)	
PC22	9	32.44	–	1	1	34		BHZ	m	0	
PC23	9	57.23–60.59	3359.6	5	4	41			D	69 (54)	*2410076I21Rik^F^; Bbs4^GH^; Cyp11a1^GH^*
PC24	9	91.04–91.22	180.0	2	2	33			D	0	
PC25	10	34.9–35.08	185.2	1	1	27		PBT^A^	d	0	
PC26	11	24.25	0.8	1	1	29	RTW06	BHZ	D	0	
PC27	11	67.99–69.47	1479.7	1	1	31		shPC1^A^	D	67 (46)	*Aurkb^H^; Odf4^F^; Shbg^F^; Trp53^H^*
PC28	12	7.85–16.13	8278.4	19	19	47			D	54 (32)	*Apob^FGH^; Gdf7^GH^; Pum2^H^*
PC29	12	28.99–54.22	25238.3	46	44	47	RTW07	BHZ	D	150 (93)	*Ahr^GH^; Arl4a^GH^; Immp2l^FGH^; Slc26a4^H^*
PC30	12	116.53	–	1	1	35			m	0	
PC31	13	6.74–6.85	113.3	2	2	35		TW^A^	D	0	
PC32	14	29.53–32.21	2675.5	5	4	43		STA^A^; TW^B^	D	44 (35)	*Chdh^H^; Dnahc1^G^; Tkt^H^*
PC33	14	66.74–75.01	8274.9	2	2	41		SC^B^	U	98 (71)	*Fndc3a^FGH^; Gnrh1^GH^; Npm2^F^; Piwil2^FGH^; Rb1^H^*
PC34	14	121.69–121.77	83.2	1	1	31			d	1 (1)	
PC35	15	27.75–31.46	3701.3	5	5	47		HT^A^; TAS^A^	D	19 (8)	
PC36	15	45.67	–	1	1	36		HT^A^; TAS^A^	d	0	
PC37	15	73.00	–	1	1	27		eQTLHS^C^	d	1 (1)	
PC38	16	8.18–18.51	10329.1	56	56	41		BHZ	D	201 (132)	*Prm1^FGH^; Prm2^FGH^; Prm3^F^; Ranbp1^H^; Rimbp3^H^; Rpl39l^F^; Snai2^H^; Spag6^FGH^; Tnp2^FGH^; Top3b^I^; Tssk1^FH^; Tssk2^FH^*
PC39	16	29.16–29.17	9.7	1	1	34			d	0	
PC40	16	66.52–66.53	13.1	2	2	39		STA^A^	U	0	
PC41	16	90.92–90.93	11.6	1	1	35		STA^A^	d	1 (1)	
PC42	17	11.05–11.18	132.7	3	3	43		eQTLHS^C^; FERT^B^; SC^AB^; TW^AB^	Dh	1 (1)	
PC43	17	42.08–63.29	21217.1	13	11	45	RTW09	SC^A^; TW^A^; BHZ	Md	272 (209)	*Acsbg2^F^; Clpp^H^; Dazl^FGH^; Klhdc3^F^; Mea1^F^; Pot1b^H^; Safb^H^; Sgol1^F^; Tcte1^H^; Tdrd6^H^; Tmem146^F^; Ubr2^FGH^; Zfp318^H^*
PC44	17	77.34–83.59	6248.8	2	2	33		TW^A^	D	53 (36)	
PC45	19	44.82–45.74	918.1	10	9	46		BHZ	D	23 (16)	*Btrc^GH^; Dpcd^H^*
PC46	X	11.34–19.34	7995.3	19 (7)	19	44	RTW10	ASH^D^; eQTLHS^C^; HT^A^; SC^AD^; TW^D^; BHZ	D	82 (21)	
PC47	X	36.94	–	1	1	28		ASH^D^; eQTLHS^C^; FERT^B^; HT^A^; shPC1^A^; SC^ABD^; TW^BD^; BHZ	d	0	
PC48	X	68.03–70.77	2742.2	4 (1)	3	43		ASH^AE^; DBT^A^; eQTLHS^C^; FERT^B^; HT^A^; OFF^E^; PBT^A^; SC^BE^; TAS^A^; TW^BE^; BHZ	U	62 (41)	*Cetn2^F^; Mtm1^H^*
PC49	X	83.62–108.53	24911.7	125 (84)	125	45	RTW11	DBT^A^; eQTLHS^C^; FERT^B^; HT^A^; PBT^A^; shPC1^A^; SC^B^; TAS^A^; TW^BD^; BHZ	D	407 (142)	*Ar^GH^; Arx^H^; Atp7a^H^; Pcyt1b^FGH^; Tex11^FGH^; Tsx^H^; Zfx^FGH^*
PC50	X	127.01–137.37	10365.1	21 (11)	21	45	RTW12	ASH^D^; eQTLHS^C^; shPC1^A^; SC^D^; TW^D^; BHZ	D	212 (92)	*Nxf2^H^; Taf7l^FGH^; Tsc22d3^H^*

* Significant SNPs <10 Mb apart were combined into regions.

† Significant intervals were defined by positions of the most proximal and distal SNPs with LD > 0.9 to a significant SNP.

‡ The number of SNPs significant at FDR < 0.1 is reported; number of significant SNPs significant with <0.05 P value in permutations is in parentheses.

§ Number of significant SNPs enriched for associations with transcripts expressed on another chromosome (P < 0.05; FDR < 0.1; >30 transcripts).

# Number of regions with significant interactions.

¶ Overlapping regions significant for relative testis weight (see Table 1).

** Sterility QTL overlapping or within 10 Mb from ^A^(White et al. 2011), ^B^(Dzur-Gejdosova et al. 2012), ^C^(Turner et al. 2014), ^D^(Good et al. 2008b), ^E^(Storchova et al. 2004). Abbreviations for phenotypes: ASH: abnormal sperm head morphology, TW: testis weight, SC: sperm count, shPC1: sperm head shape PC1, eQTLHS: trans eQTL hotspot, STA: seminiferous tubule area, FERT: fertility, PBT: proximal bent sperm tail, HT: headless/tailless sperm, DBT: distal bent sperm tail, TAS: total abnormal sperm, OFF: number of offspring. BHZ: overlapping candidate regions with evidence from epistasis in the Bavarian hybrid zone transect (Janousek et al. 2012).

†† Sterile allele inferred on the basis of frequency of a majority of significant SNPs in pure subspecies samples: D–*domesticus*; M–*musculus*; lower-case indicates FST< 0.7 between pure subspecies; * indicates overlapping PC1 region is D sterile; U–nondiagnostic SNP and/or no majority allele; Dh–two SNPs with *domesticus* sterile alleles, one SNP heterozygous genotype shows sterile pattern; Md–majority *musculus* sterile alleles but some SNPs diagnostic *domesticus* sterile alleles.

‡‡ Number of genes (protein-coding) overlapping region.

§§ Genes with roles in male reproduction on the basis of ^F^male reproduction gene ontology terms (see ‘Materials and methods’) or phenotypes of knockout models reported in ^G^(Matzuk and Lamb 2008) or ^H^MGI database.

To gain further insight into associations between sterility and gene expression, we mapped expression levels of individual transcripts. A total of 18,992/36,323 probes showed significant associations with at least one SNP. We focused on *trans* associations (SNP is located on different chromosome from transcript), based on evidence from a study in F_2_ hybrids that *trans* expression QTL (eQTL) are associated with sterility while *cis* eQTL are predominantly associated with subspecies differences (Turner et al., 2014). To identify SNPs significantly enriched for *trans* associations with expression, we used a threshold set at the 95% percentile of significant probe association counts across all SNPs (i.e., SNPs that showed associations with at least 30 transcripts, Figure 1C).

There was substantial overlap between mapping results for testis weight and expression PC1; 48/55 SNPs significant for relative testis weight (9 regions) were also significant for expression PC1. A permutation test, performed by randomly shuffling the positions of GWAS regions in the genome, provides strong evidence that this overlap is non-random (p < 0.0001, 10,000 permutations). Most SNPs significant for testis weight and/or expression PC1 were significantly enriched for *trans* associations with individual transcripts (relative testis weight: 49/55 SNPs, 8/12 regions; PC1: 440/453 SNPs, 50/50 regions). The combined mapping results provide multiple lines of evidence for contributions of all 50 PC1 regions and 9/12 testis weight regions. The three testis-weight regions (RTW04, RTW05, RTW08) not significantly associated with testis expression phenotypes are more likely to be spurious and are weaker candidates for future study.

### Genetic interactions

Power to identify pairwise epistasis in GWAS for quantitative traits is limited even with very large sample sizes, due to multiple testing issues (e.g. Marchini et al., 2005). The Dobzhansky-Muller model predicts that the effect of each hybrid defect gene depends on interaction with at least one partner locus. Hence, for hybrid sterility traits, there is a hypothesis-driven framework in which to limit tests for epistasis to a small subset of possible interactions.

We tested for genetic interactions between all pairs of significant SNPs (FDR < 0.1) located on different chromosomes for testis weight and for expression PC1. We identified 142 significant pairwise interactions for relative testis weight, representing 22 pairs of GWAS regions (Figure 2A). These results provide evidence for a minimum of 13 autosomal–autosomal and five X–autosomal interactions affecting testis weight.

**Figure 2.**
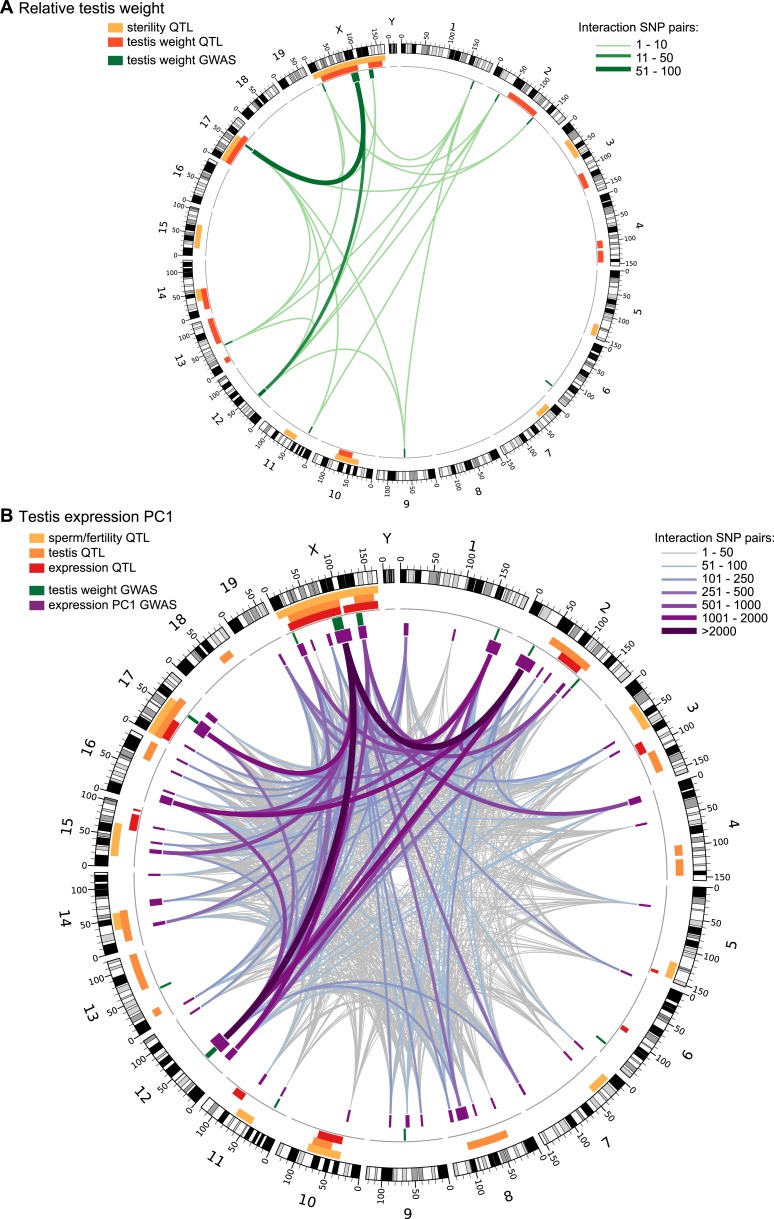
Significant GWAS regions and interactions in hybrid zone mice. Results for (**A**) relative testis weight and (**B**) testis expression principal component 1 in hybrid zone mice. In (**A**) orange and yellow boxes in outer rings (outside grey line) indicate quantitative trait loci (QTL) identified for testis weight and other sterility phenotypes in previous studies (see Table 1 for details). Green boxes indicate significant GWAS regions for relative testis weight. Green lines represent significant genetic interactions between regions; shade and line weight indicate the number of significant pairwise interactions between SNPs for each region pair. In (**B**) orange boxes in outer rings indicate QTL for testis-related phenotypes (testis weight and seminiferous tubule area) identified in previous studies, yellow boxes indicate QTL for other sterility phenotypes and red boxes indicate *trans* eQTL hotspots (see Table 2 for details). Green boxes indicate significant GWAS regions for relative testis weight. Purple boxes indicate significant GWAS regions for testis expression PC1. Lines represent significant genetic interactions between regions; color and line weight—as specified in legend—indicate the number of significant pairwise interactions between SNPs for each region pair. Plot generated using circos (Krzywinski et al., 2009). **DOI:** http://dx.doi.org/10.7554/eLife.02504.011 10.7554/eLife.02504.012Figure 2—source data 1.Significant genetic interactions (SNP pairs) for relative testis weight (excel file).**DOI:** http://dx.doi.org/10.7554/eLife.02504.012 10.7554/eLife.02504.013Figure 2—source data 2.Significant genetic interactions (SNP pairs) for testis expression PC1 (excel file).**DOI:** http://dx.doi.org/10.7554/eLife.02504.013

**Figure 2—figure supplement 1.**
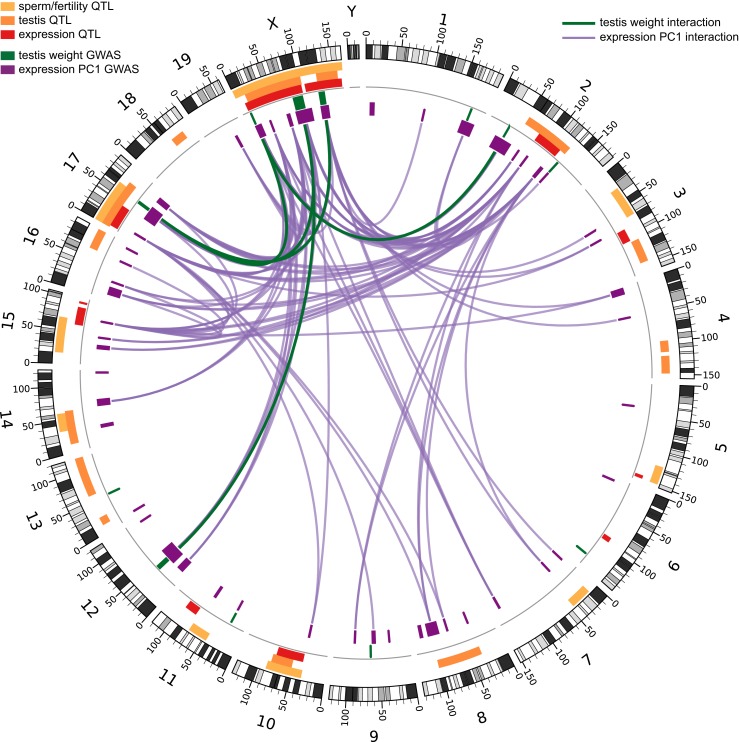
Genetic interactions associated with hybrid sterility in hybrid zone mice and in F_2_ hybrids. Orange boxes in outer rings indicate QTL for testis-related phenotypes (testis weight and seminiferous tubule area) identified in previous studies, yellow boxes indicate QTL for other sterility phenotypes, and red boxes indicate *trans* eQTL hotspots (see Table 2 for details). Green boxes indicate significant GWAS regions for relative testis weight. Purple boxes indicate significant GWAS regions for testis expression PC1. Lines represent significant genetic interactions identified in hybrid zone mice for relative testis weight (in green) and expression PC1 (in purple), which are concordant with genetic interactions identified by mapping expression traits in F2 hybrids (Turner et al., 2014). Plot generated using circos (Krzywinski et al., 2009). **DOI:** http://dx.doi.org/10.7554/eLife.02504.014

We identified 44,145 significant interactions between SNPs for expression PC1. The 913 GWAS region pairs provide evidence that at least 144 autosomal–autosomal interactions and 18 X–autosomal interactions contribute to expression PC1 (Figure 2B).

### Effect size

We used deviations from population means for single SNPs and two-locus genotypes to estimate the phenotypic effects of GWAS regions and interactions (Figure 3A,B).

**Figure 3.**
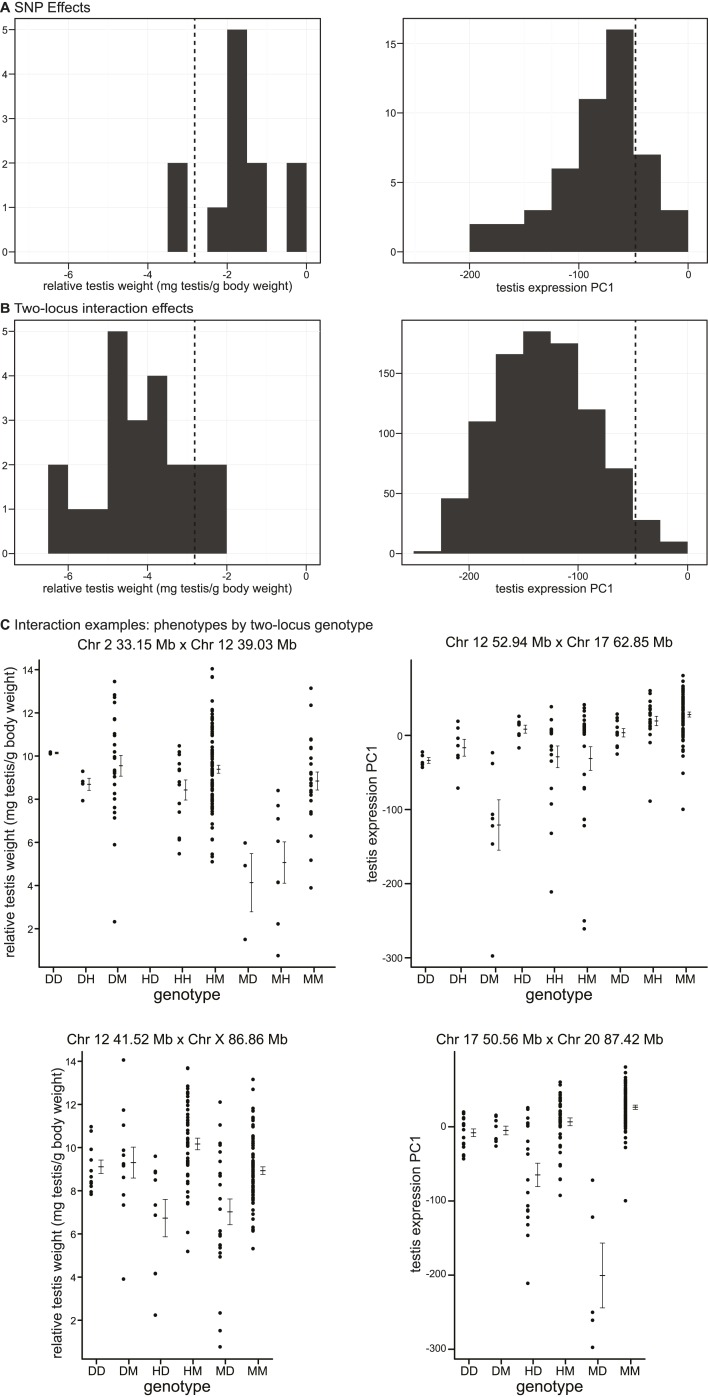
Phenotypic effects of testis-weight loci and interactions. Histograms showing maximum deviations from the population mean for (**A**) single SNPs and (**B**) two-locus interactions. Dashed vertical lines indicate minimum values observed in pure subspecies males. (**C**) Examples of phenotypic means by two-locus genotype for autosomal–autosomal and X–autosomal interactions. Genotypes are indicated by one letter for each locus: D—homozygous for the *domesticus* allele*,* H—heterozygous, M—homozygous *musculus*. **DOI:** http://dx.doi.org/10.7554/eLife.02504.015

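The standard deviation of PC1 scores was 56.8 over 190 males and the mean is 0 by construction. Set against the paper's mean deviations for PC1, 15 of 190 males had scores below -81.51 and 6 had scores below -130.77. The measures differ. The paper's values are averages, over loci or over interactions, of deviations of genotypes from the mean of its own males. The scores here belong to single males. The size of scores depends on the number of probes, and the paper's text does not say how many entered PC1. It gives 36323 probes before its filter on signal above background and in its mapping of transcripts. With both values rescaled by the square root of the ratio of the 22086 probes behind the scores to that number, to -63.6 and -102.0, a step chosen after the values were seen, 21 and 12 males had lower scores. Without rescaling, the score of FP143 equals the paper's pure subspecies minimum at the 2 decimals printed there. The scores may therefore already be on the paper's scale, and the rescaled counts hold only if 36323 probes entered its PC1. The lowest score of any male was -297.4.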

As expected, interactions had greater effects, on average, than single loci for both phenotypes (relative testis weight: single locus mean = −1.81 mg/g, interaction mean = −4.07 mg/g; expression PC1: single locus mean = −81.51, interaction mean = −130.77). We provide examples of autosomal–autosomal and X–autosomal SNP pairs with significant interactions for each phenotype in Figure 3C. It is important to note that mean deviations are rough estimates of effect sizes, which don’t account for family structure.

It is possible that some of the GWAS regions we mapped contribute to quantitative variation within/between subspecies, rather than hybrid defects. The lowest genotypic means for most interactions fell below the range observed in pure subspecies (relative testis weight: 19/22 (86.3%) region pairs; expression PC1: 877/913 (96%) region pairs; Figure 3A,B), consistent with the hypothesis that interactions represent Dobzhansky–Muller incompatibilities.

### Mapping simulations

We performed simulations to assess the performance of the mapping procedure for different genetic architectures by estimating the power to detect causative loci and the false positive rate (Figure 4). We simulated phenotypes based on two-locus genotypes from the SNP dataset using genetic models for nine genetic architecture classes (i.e. autosomal vs X linked, varied dominance) with parameters based on the observed distribution of relative testis weight (Figure 4—figure supplement 1, Figure 4—source data 1).

**Figure 4.**
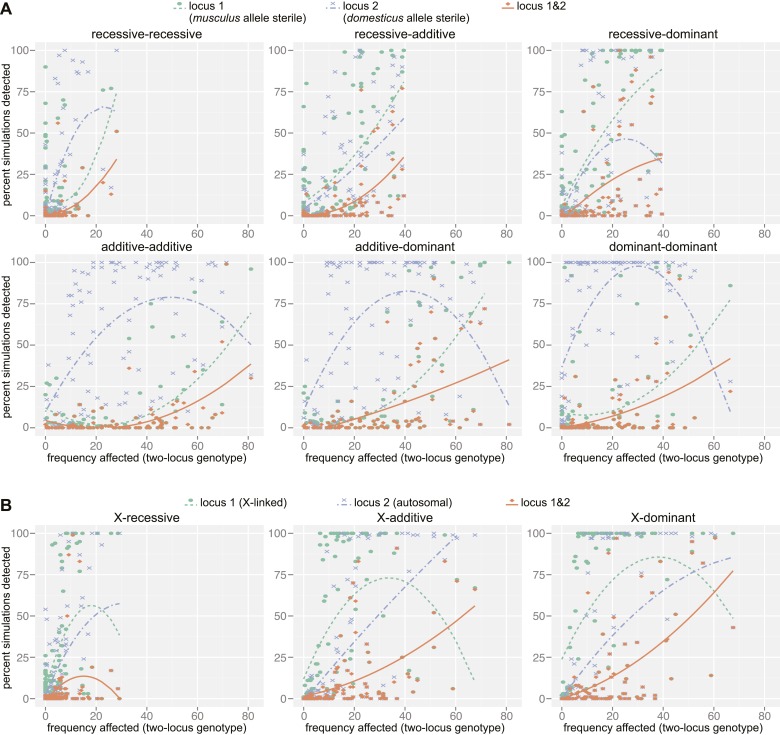
Mapping power in simulations. Each panel illustrates results from a single genetic architecture model for (**A**) 100 autosomal–autosomal SNP pairs and (**B**) 100 X—autosomal SNP pairs. Each point represents the percentage of data sets generated from a single SNP pair in which locus 1 (*domesticus* sterile allele; green), locus 2 (*musculus* sterile allele; purple), or both loci (orange) were identified by association mapping (≥1 SNP significant by permutation based threshold within 10 Mb of ‘causal’ SNP). The x axis indicates the percentage of individuals with partial or full sterility phenotypes. Curves were fit using second order polynomials. In (**A**), locus 1 indicates the SNPs with *musculus* alleles sterile and locus 2 indicates the SNPs with *domesticus* alleles sterile. In (**B**), locus 1 is the X-linked SNP and locus 2 is the autosomal SNP. **DOI:** http://dx.doi.org/10.7554/eLife.02504.016 10.7554/eLife.02504.017Figure 4—source data 1.Z scores for simulation models.**DOI:** http://dx.doi.org/10.7554/eLife.02504.017

**Figure 4—figure supplement 1.**
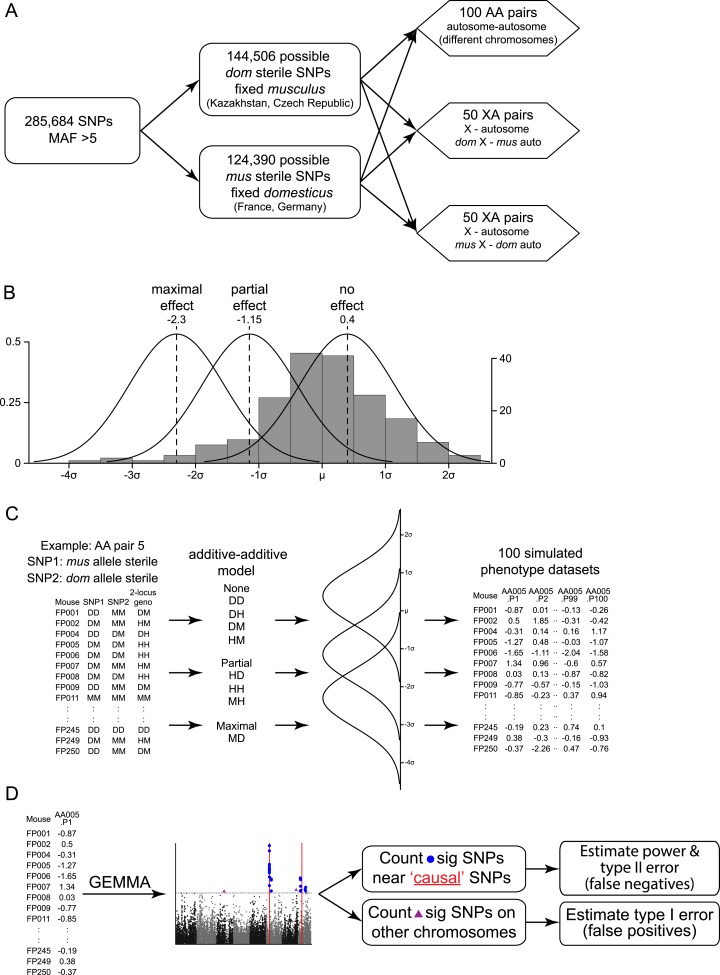
Mapping simulation methods. Schematics of (**A**) choice of ‘causal’ SNP pairs from the genotype data, (**B**) phenotype distributions for simulations, (**C**) generation of simulated phenotype data sets, (**D**) association mapping. In (**B**) histogram shows the empirical distribution of relative testis weight in the mapping population, in standard deviation units. **DOI:** http://dx.doi.org/10.7554/eLife.02504.018

**Figure 4—figure supplement 2.**
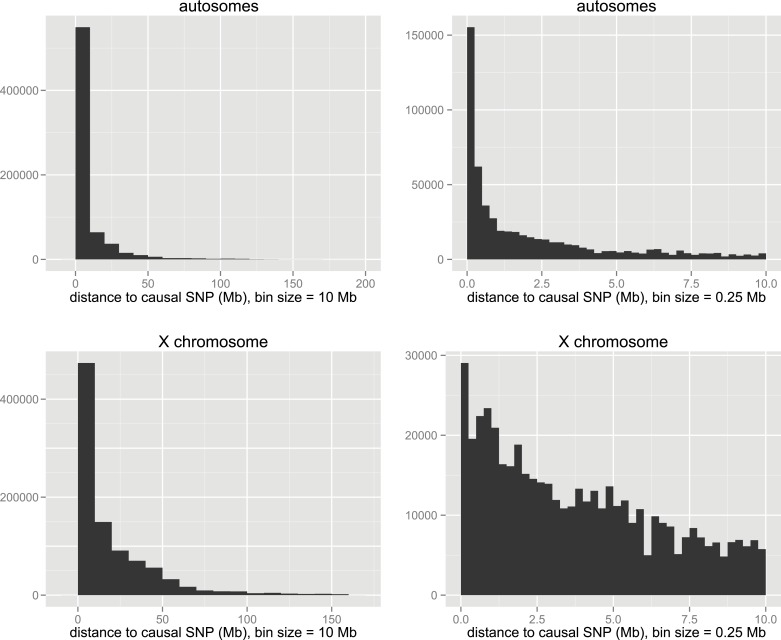
Distances of significant SNPs to causal SNP in simulations. Distributions are shown at two scales for autosomal and X-linked loci. **DOI:** http://dx.doi.org/10.7554/eLife.02504.019

The distribution of distances to the causal SNP for all significant SNPs located on the same chromosome (Figure 4—figure supplement 2) shows that the majority of significant SNPs (62.7%) are within 10 Mb of the causal SNP, however, a small proportion of significant SNPs are >50 Mb from the causal SNP. In most cases, causal SNPs detected at long distances also had significant SNPs nearby, for example 83.4% of loci with significant SNPs 1–10 Mb distant also have significant SNPs within 1 Mb. These results provide support for our choice to define significant GWAS regions by combining significant SNPs within 10 Mb, and suggest that these regions are likely to encompass the causative gene.

As expected, the power to detect one or both causative loci depended on the location (autosomal vs X-linked), dominance, and frequency of both ‘causative’ alleles (Figure 4, Table 3). For example, the mean percentage of simulations for which both loci were detected (SNP < 10 Mb significant by permutation-based threshold) was six times higher (14.4%) for the X chromosome × autosomal-dominant architecture compared to the autosomal-recessive × autosomal-recessive architecture (2.6%). The relationship between power and the proportion of affected individuals in the mapping population was complex. Interestingly, power was high for some simulations with very few affected individuals. In these cases, the few individuals carrying the lower frequency sterility allele by chance also carried the sterility allele from the second locus, thus the average single allele effects were not diminished by individuals carrying one but not both interacting sterility alleles.

**Table 3.** Results of mapping simulations **DOI:** http://dx.doi.org/10.7554/eLife.02504.020

		Locus 1 detected†^,^‡			Locus 2 detected‡,§			Both loci detected‡			Mean No. Sig. SNPs		
Architecture*	Med. Distance to Causal SNP (Mb) X chromosome/Autosome	0.2 Mb	1 Mb	10 Mb	0.2 Mb	1 Mb	10 Mb	0.2 Mb	1 Mb	10 Mb	10 Mb#	50 Mb#	Diff. Chr.¶
Permutation P<0.05													
rec-rec	5.9	7.2	8.4	12.3	9.0	11.7	15.8	0.3	0.7	2.6	1.1	1.5	5.5
rec-add	2.6	18.3	22.2	28.0	12.6	15.8	21.0	3.2	4.4	7.2	3.5	2.3	4.4
rec-dom	2.0	27.4	31.8	39.2	19.1	22.2	26.4	5.5	7.8	12.9	6.9	8.5	5.0
add-add	1.4	6.7	7.7	10.5	47.5	51.9	55.8	2.7	3.1	4.7	7.9	9.2	6.1
add-dom	1.7	14.2	15.9	19.0	51.6	55.7	59.2	6.0	7.5	10.3	11.1	13.3	5.4
dom-dom	1.8	7.8	9.8	14.3	63.8	66.9	70.6	2.4	3.7	7.3	14.7	17.6	6.2
X-rec	12.2/4.8	10.3	14.0	26.2	10.0	12.7	18.8	0.1	1.3	4.9	5.6	9.9	4.8
X-add	9.1/2.0	33.9	39.1	48.5	24.3	25.6	31.0	3.8	5.3	11.4	21.9	35.7	5.7
X-dom	9.8/2.0	46.5	51.3	59.7	26.9	28.5	32.6	5.9	8.6	14.4	31.0	52.8	3.8
FDR <0.1													
rec-rec	10.0	16.6	21.4	34.7	18.5	23.5	35.5	3.5	5.4	15.0	5.1	8.3	34.7
rec-add	5.5	32.7	39.7	52.7	27.2	32.6	45.2	11.4	15.5	27.9	13.2	18.9	32.9
rec-dom	4.1	42.2	49.7	62.9	33.5	37.2	48.4	16.5	21.3	33.8	22.2	30.1	28.7
add-add	3.6	14.4	17.6	30.6	63.3	69.3	77.6	8.4	11.3	23.3	21.6	28.8	36.8
add-dom	3.5	26.5	31.1	42.0	65.5	70.6	78.1	18.2	22.8	33.5	29.2	39.3	29.1
dom-dom	3.6	16.4	22.1	35.3	76.8	79.8	85.9	9.4	15.1	29.3	35.5	48.0	26.5
X-rec	12.2/7.8	10.3	14.0	26.2	20.0	25.2	40.5	0.7	3.1	11.0	10.3	17.5	34.6
X-add	9.1/4.7	33.9	39.1	48.5	33.2	36.6	48.3	6.3	9.4	20.9	28.7	46.1	30.0
X-dom	9.8/5.0	46.5	51.3	59.7	37.0	41.2	50.9	11.4	16.3	27.2	38.8	65.5	21.6

* Architecture abbreviations: add–additive; dom–dominant; rec–recessive.

† Locus 1 for autosomal pairs is *musculus* sterile allele; locus 1 for X-autosomal pairs is X-linked.

‡ 3‘detected’–≥1 significant SNP within given distance criterion.

§ Locus 2 for autosomal pairs has a *domesticus* sterile allele; locus 2 for X-autosomal pairs is autosomal.

# Mean number significant SNPs within distance criterion for either locus.

¶ Mean number significant SNPs on chromosomes not containing ‘causal’ SNPs.

It is important to note that our empirical results suggest that the two-locus models used to simulate phenotypes are overly simplified. We predict that involvement of a sterility locus in multiple incompatibilities would reduce the influence of allele/genotype frequencies of any single partner locus on power.

To estimate the false discovery rate from simulations, we classified significant SNPs not located on the same chromosome as one of the causative SNPs as false positives. Choosing an appropriate distance threshold for false vs true positives on the same chromosome was not obvious given the distribution of distances to causal SNPs (Figure 4-figure supplement 2). We classified significant SNPs <50 Mb from causative SNPs as true positives and excluded SNPs >50 Mb when calculating FDR. Using permutation-based significance thresholds, the median false positive rate was 0.014 (calculated for simulations with ≥10 SNPs within 50 Mb of either causative locus). These results suggest that significant SNPs from the GWAS identified using this more stringent threshold are likely to be true positives. By contrast, the median false positive rate was 0.280 using the FDR < 0.1 threshold, indicating this threshold is more permissive than predicted. Thus, there is a substantial chance that SNP associations with relative testis weight and expression PC1 identified using this threshold are spurious and evidence is weak for GWAS regions comprising one SNP significantly associated with a single phenotype.

## Discussion

Genetic mapping of testis weight and testis gene expression in hybrid zone mice implicated multiple autosomal and X-linked loci and a complex set of interactions between loci. These results provide insight into the genetic architecture of a reproductive barrier between two incipient species in nature.

### Association mapping in natural hybrid populations

The potential to leverage recombination events from generations of intercrossing in hybrid zones to achieve high-resolution genetic mapping of quantitative traits has been recognized for decades (Reviewed in Rieseberg and Buerkle, (2002)). Until recently, collection of dense genotype datasets and large sample sizes has not been feasible in natural populations due to logistics and costs. This study demonstrates that loci and genetic interactions contributing to reproductive barrier traits can be identified in a GWAS with a modest sample size (see also related study mapping craniofacial phenotypes in this mapping population Pallares et al. 2014). Sample sizes approximating those used for human GWAS are not necessary if the prevalence and genetic architecture of the trait of interest are favorable. In general, epistasis makes genetic mapping more difficult. However, for hybrid defects, dependence of the phenotype on epistasis conversely may facilitate mapping. Despite substantial deleterious effects in hybrids, incompatibility alleles are not subject to negative selection within species and may be at high frequency or fixed within species. Hence, the prevalence of affected individuals in a hybrid zone for epistatic traits may be much higher than for deleterious traits in pure populations (e.g*.* disease in humans).

Combining mapping of multiple sterility-related phenotypes substantially improved power to identify sterility loci. We identified a few loci for each phenotype using stringent significance thresholds based on permutation. In addition, most loci identified using more permissive thresholds showed significant associations with more than one phenotype. Spurious associations are unlikely to be shared across phenotypes, thus evidence from multiple phenotypes provided confidence for contributions of nine genomic regions to testis weight (on the X and 5 autosomes) and 50 genomic regions to expression PC1 (on the X and 18 autosomes).

The high resolution of mapping in the hybrid zone provides an advantage over laboratory crosses. For example, significant regions identified here (median = 2.1 Mb, regions with defined intervals) are much smaller than sterility QTL identified in F_2_s (35.1 Mb; White et al., 2011). Many GWAS regions contain few enough genes that it will be possible to individually evaluate the potential role of each in future studies to identify causative genes. For example, 8/12 testis-weight regions and 28/50 expression PC1 regions contain 10 or fewer protein-coding genes.

We identified candidate genes with known roles in reproduction in four testis-weight regions and 17 expression PC1 regions (Tables 1–2). However, for the majority of regions (8/12 relative testis weight, 33/50 expression PC1), there are no overlapping/nearby genes previously linked to fertility. It is unlikely that these regions would be prioritized if contained in large QTL intervals. High resolution mapping is possible using mapping resources such as the collaborative cross (Aylor et al., 2011) and heterogeneous stocks (Svenson et al., 2012), but these populations represent a small proportion of genetic diversity in house mice (Yang et al., 2011) and hybrid incompatibility alleles may have been lost during strain production.

### Polymorphism of hybrid male sterility loci

Comparisons of different F_1_ crosses between strains of *domesticus* and *musculus* have shown that hybrid sterility phenotypes and loci depend on the geographic origins of parental strains (Britton-Davidian et al., 2005; Good et al., 2008a), suggesting that most hybrid sterility alleles are segregating as polymorphisms within subspecies. Several of the loci identified in this study of hybrid zone mice are novel, providing additional evidence that sterility alleles are polymorphic within subspecies. However, a majority of loci we identified in natural hybrids are concordant with previously identified sterility QTL (Tables 1–2, Figure 2). This similarity suggests that there are common genetic factors underlying hybrid sterility in house mice, although there was no statistical support that genome-wide patterns of overlap with previous studies for testis weight or expression PC1 were non-random (p > 0.05, 10,000 permutations).

*Prdm9*, discovered by mapping F_1_ hybrid sterility, is the only characterized hybrid sterility gene in mice (Mihola et al., 2009). None of the GWAS regions identified here overlap *Prdm9* (chromosome 17, 15.7 Mb). However, one expression PC1 region (PC42) is ∼4 Mb proximal to *Prdm9*. Reductions in PC1 are observed in individuals that are heterozygous or homozygous for the *domesticus* allele at PC42. This pattern is partially consistent with sterility caused by *Prdm9*, which occurs in heterozygous individuals carrying sterile alleles from *domesticus* (Dzur-Gejdosova et al., 2012; Flachs et al., 2012). We did not find evidence for significant associations between SNPs near *Prdm9* and testis weight; the nearest GWAS region (RTW09) is ∼41 Mb distal and low testis-weight is associated with the *musculus* allele.

There is concordance between some of the genetic interactions between loci identified here and interactions identified by mapping sterility phenotypes and testis expression traits in an F_2_ cross between *musculus* and *domesticus* (White et al., 2011; Turner et al., 2014) (Figure 2—figure supplement 1). Precise overlap between some GWAS regions and interaction regions from F_2_s identifies strong candidates for future studies to identify the causative mechanisms and genes underlying sterility loci. For example, an interaction between chromosome 12 and the central X chromosome (RTW11, PC49) identified for testis weight and expression PC1 overlaps an interaction affecting testis expression in F_2_ hybrids (Turner et al., 2014). The 4.3 Mb interval of overlap among chromosome 12 loci (RTW07, PC29, 32.38–41.43 Mb F_2_s) encompasses 12 protein-coding genes, including a gene with a knockout model showing low testis weight and sperm count (*Arl4a*) (Schurmann et al., 2002), and two genes with roles in regulating gene expression (*Meox2, Etv1*).

We compared the positions of GWAS regions to 182 regions (163 autosomal, 19 X-linked) with evidence for epistasis based on a genome-wide analysis of genomic clines in a transect across the house mouse hybrid zone in Bavaria (Janousek et al., 2012), the same region where the progenitors of the mapping population were collected. Five testis-weight regions and 18 expression-PC1 regions overlap candidate regions from the hybrid zone genomic clines analysis (Tables 1–2), however, the patterns of overlap were not statistically significant (p > 0.05, 10,000 permutations). Future introgression analyses using high-density markers within and around GWAS regions may be useful in identifying causative genes and estimating the contributions of sterility alleles to reduced gene flow.

### Role of the X chromosome

Three GWAS regions associated with testis weight and five expression PC1 regions are located on the X chromosome. The X-chromosomal regions surpass the stringent permutation-based significance thresholds and thus have strong statistical support. These results are consistent with evidence for an important role for the X in hybrid sterility from laboratory crosses between subspecies strains geographically diverse in origin (Guenet et al., 1990; Elliott et al., 2001; Oka et al., 2004, 2007; Storchova et al., 2004; Good et al., 2008a, 2008b; Mihola et al., 2009; White et al., 2012) and evidence for greatly reduced gene flow of X-linked loci across the European hybrid zone (Tucker et al., 1992; Payseur et al., 2004; Macholan et al., 2007; Teeter et al., 2008, 2010). A disproportionately large contribution of the X chromosome is a common feature of reproductive isolation in many taxa, the so-called ‘large X effect’ (Coyne and Orr, 1989).

The *musculus* derived X chromosome has been implicated repeatedly in genetic studies of sterility in F_1_ and F_2_ hybrids (Reviewed in Good et al. (2008a); White et al. (2011)). By contrast, *domesticus* alleles were associated with the sterile pattern for most loci we identified on the X in hybrid zone mice (Tables 1–2). A testis expression-QTL mapping study performed in F_2_s also showed that *domesticus* ancestry in the central/distal region of the X was associated with a sterile expression pattern (Turner et al., 2014). Differences between studies might reflect geographic variation in sterility alleles, but identification of *domesticus*-sterile X alleles only in generations beyond the F_1_ suggests that interactions with recessive autosomal partner loci are essential. The importance of recessive sterility alleles was demonstrated previously by the discovery of multiple novel recessive loci in an F_2_ mapping study (White et al., 2011). F_1_ hybrids are essentially absent in nature (Teeter et al., 2008; Turner et al., 2012) because the hybrid zone is ≥30 km wide (Boursot et al., 1993), thus pure subspecies individuals rarely encounter each other. Consequently, recessive autosomal loci acting in F_2_ and advanced generation hybrids contribute to the maintenance of reproductive isolation in the hybrid zone and may have played important roles in its establishment.

### Genetic architecture of hybrid sterility

Despite a growing list of sterility loci and genes identified in a variety of animal and plant taxa, there are few cases of Dobzhansky–Muller incompatibilities for which all partner loci are known (Phadnis, 2011). Hence, there remain many unanswered questions about the genetic architecture of hybrid defects. For example, how many incompatibilities contribute to reproductive barriers in the early stages of speciation? How many partner loci are involved in incompatibilities? Are these patterns consistent among taxa?

The interactions contributing to sterility phenotypes we mapped in hybrid zone mice reveal several general features of the genetic architecture of hybrid sterility. Most sterility loci interact with more than one partner locus. This pattern is consistent with evidence from studies mapping sterility in F_1_ *musculus*–*domesticus* hybrids (Dzur-Gejdosova et al., 2012) and mapping interactions affecting testis gene expression in F_2_ hybrids (Turner et al., 2014). We did not have sufficient power to map interactions requiring three or more sterility alleles, but interactions between alleles from the same subspecies imply their existence. Loci causing male sterility in *Drosophila pseudoobscura* Bogota–USA hybrids also have multiple interaction partners; seven loci of varying effect size interact to cause sterility (Phadnis, 2011). In hybrids between *Drosophila koepferae* and *Drosophila buzzatii*, sterility is associated with many loci of small effect, consistent with a polygenic threshold model (Moran and Fontdevila, 2014).These studies suggest that biological pathways/networks are often affected by multiple Dobzhansky–Muller interactions; a single pairwise interaction between incompatible alleles disrupts pathway function enough to cause a hybrid defect phenotype, but when more incompatible alleles are present the effects of multiple pairwise interactions are synergistic. Variation in the effect sizes of sterility loci might then reflect variation in the number of networks in which the gene is involved and the connectedness/centrality of the gene within those networks.

Characteristics of the incompatibility network are important for generating accurate models of the evolution of reproductive isolation. A ‘snowball effect’—faster-than-linear accumulation of incompatibilities caused by epistasis—is predicted on the basis of the Dobzhansky–Muller model (Orr, 1995; Orr and Turelli, 2001). Patterns of accumulation of hybrid incompatibilities in *Drosophila* and *Solanum* provide empirical support for the snowball hypothesis (Matute et al., 2010; Moyle and Nakazato, 2010). Because most GWAS regions have many interaction partners, our results are not consistent with the assumption of the snowball model that incompatibilities are independent, suggesting that network models of incompatibilities (Johnson and Porter, 2000; Porter and Johnson, 2002; Johnson and Porter, 2007; Palmer and Feldman, 2009) may be more accurate for understanding the evolution of reproductive barriers in house mice.

Involvement of hybrid sterility loci in interactions with multiple partner loci also has important implications for understanding the maintenance of the hybrid zone. Because deleterious effects of a sterility allele are not dependent on a single partner allele, the marginal effect of each locus and thus visibility to selection are less sensitive to the allele frequencies at any single partner locus in the population.

Identifying and functionally characterizing incompatibility genes is an important goal in understanding speciation but is unrealistic in most non-model organisms. By contrast, mapping reproductive isolation traits in natural populations to identify the number and location of loci and interactions is feasible. General features of the genetic architecture of hybrid sterility—the number of incompatibilities and number and effect size of interacting loci—are arguably more likely to be shared among organisms than specific hybrid sterility genes. Comparison of these features among taxa may reveal commonalities of the speciation process.

## Materials and methods

### Mapping population

The mapping population includes first-generation lab-bred male offspring of mice captured in the hybrid zone (Bavaria) in 2008 (Turner et al., 2012) (Figure 1—figure supplement 1). We included 185 mice generated from 63 mating pairs involving 37 unrelated females and 35 unrelated males. Many dams and sires were used in multiple mating pairs, thus our mapping population includes full siblings, half siblings, and unrelated individuals. Most mating pairs (53 pairs, 149 offspring) were set up with parents originating from the same or nearby trapping locations. Eleven pairs (36 offspring) include dams and sires originating from more distant trapping locations; phenotypes of these offspring were not reported in Turner et al. (2012).

### Phenotyping

Males were housed individually after weaning (28 days) to prevent effects of dominance interactions on fertility. We measured combined testis weight and body weight immediately after mice were sacrificed at 9–12 weeks. We calculated relative testis weight (testis weight/body weight) to account for a significant association between testis weight and body weight (Pearson's correlation = 0.29, p = 4.9 × 10^−5^).

We classify individuals with relative testis weight below the range observed in pure subspecies as showing evidence for sterility (Turner et al., 2012). To confirm that this is an appropriate threshold for inferring hybrid defects, we compared this value to relative testis weights reported previously for offspring from intraspecific and interspecific crosses (Good et al., 2008a). The pure subspecies minimum we observed is substantially lower (>2 standard deviations) than means for males from intraspecific crosses (converted from single relative testis weight: *musculus*^PWK^ × *musculus*^CZECH^ − mean = 10.2, standard deviation = 1.2; *domesticus*^LEWES^ x *domesticus*^WSB^ − mean = 11.0, standard deviation = 1.0) and comparable to (within 1 standard deviation) values observed in F_1_ hybrids from 4/7 interspecific crosses that showed significant reductions (mean plus one standard deviation 4.6–9.2 mg/g).

### Testis gene expression

We measured gene expression in testes of 179 out of the 185 males from the mapping population. Freshly dissected testes were stored in RNAlater (Qiagen, Hilden, Germany) at 4°C overnight, then transferred to −20°C until processed. We extracted RNA from 15–20 mg whole testis using Qiagen RNeasy kits and a Qiagen Tissue Lyser for the homogenization step. We verified quality of RNA samples (RIN >8) using RNA 6000 Nano kits (Agilent) on a 2100 Bioanalyzer (Agilent, Waldbronn, Germany).

We used Whole Mouse Genome Microarrays (Agilent) to measure genome-wide expression. This array contains 43,379 probes surveying 22,210 transcripts from 21,326 genes. We labeled, amplified, and hybridized samples to arrays using single-color Quick-Amp Labeling Kits (Agilent), according to manufacturer protocols. We verified the yield (>2 μg) and specific activity (>9.0 pmol Cy3/μg cRNA) of labeling reactions using a NanoDrop ND-1000 UV-VIS Spectrophotometer (NanoDrop, Wilimington, DE, USA). We scanned arrays using a High Resolution Microarray Scanner (Agilent) and processed raw images using Feature Extraction Software (Agilent). Quality control procedures for arrays included visual inspection of raw images and the distribution of non-uniformity outliers to identify large spatial artifacts (e.g*.* caused by buffer leakage or dust particles) and quality control metrics from Feature Extraction protocol GE1_QCMT_Dec08.

We mapped the 41,174 non-control probe sequences from the Whole Mouse Genome Microarray to the mouse reference genome (NCBI37, downloaded March 2011) using BLAT ((Kent, 2002); minScore = 55, default settings for all other options). Probes with multiple perfect matches, more than nine imperfect matches, matches to non-coding/intergenic regions only, or matches to more than one gene were excluded. A total of 36,323 probes (covering 19,742 Entrez Genes) were retained.

We preformed preprocessing of microarray data using the R package Agi4x44PreProcess (Lopez-Romero, 2009). We used the background signal computed in Feature Extraction, which incorporates a local background measurement and a spatial de-trending surface value. We used the ‘half’ setting in Agi4x44PreProcess, which sets intensities below 0.5 to 0.5 following background subtraction and adds an offset value of 50. Flags from Feature Extraction were used to filter probes during preprocessing (wellaboveBG = TRUE, isfound = TRUE, wellaboveNEG = TRUE). We retained probes with signal above background for at least 10% of samples. 

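The authors' processed table holds 24218 probes, and the paper gives 36323 probes as retained after mapping to the genome. Mean levels of the 22086 probes without an empty cell had a median of 9.55 on the log2 scale, and the 10th and 90th percentiles of probes were 6.68 and 13.45. The standard deviation over 190 males had a median of 0.34, with 10th and 90th percentiles of 0.19 and 0.64. Single values ran from 1.72 to 20.17. Values below 5.66, the log2 of the offset of 50 plus the floor of 0.5, made up 1.16% of all values. Values of the 22086 probes followed normal quantile ranks within each probe. Single values, including those below 5.66, therefore need not be measured signals.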

We used quantile normalization to normalize signal between arrays. Expression data were deposited in Gene Expression Omnibus as project GSE61417.

To identify major axes of variation in testis expression, we performed a principal components analysis using *prcomp* in R (R Development Core Team 2010) with scaled variables.

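On the 22086 probes without an empty cell, 28 components each explained more variance than the first component of shuffled values, and together they explained 70.7%. Each probe was shuffled on its own, which removes all correlation between probes. Any shared variation passes this level, so the 28 components need not be separate sources of variation. The third to sixth components explained 6.22%, 5.12%, 4.72% and 3.92%. Empty cells filled with the mean of their probe, an alternative chosen after the values were seen, gave 14.3% for PC1 and 8.06% for PC2.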

### Genotyping

We extracted DNA from liver, spleen, or ear samples using salt extraction or DNeasy kits (Qiagen). Males from the mapping population were genotyped using Mouse Diversity Genotyping Arrays (Affymetrix, Santa Clara, CA) by Atlas Biolabs (Berlin, Germany).

We called genotypes at 584,729 SNPs using *apt-probeset-genotype* (Affymetrix) and standard settings. We used the *MouseDivGeno* algorithm to identify variable intensity oligonucleotides (VINOs) (Yang et al., 2011); 53,148 VINOs were removed from the dataset. In addition, we removed 18,120 SNPs with heterozygosity >0.9 in any population because these SNPs likely represent additional VINOs. We performed additional filtering steps on SNPs included in the dataset used for mapping. We only included SNPs with a minor allele frequency >5% in the mapping population. SNPs without a genome position or with missing data for >15% of the individuals in the mapping population or pure subspecies reference panel were removed. We pruned the dataset based on linkage disequilibrium (LD) to reduce the number of tests performed. LD pruning was performed in PLINK (Purcell et al., 2007; Purcell n.d.) using a sliding window approach (30 SNPs window size, 5 SNPs step size) and a VIF threshold of 1 x 10^−6^ (VIF = 1/(1−R^2^), where R^2^ is the multiple correlation coefficient for a SNP regressed on all other SNPs simultaneously). This procedure essentially removed SNPs in perfect LD. These filtering steps yielded 156,204 SNPs.

### Ancestry inference

To identify ancestry-informative SNPs, we compared genotypes from 21 pure *M. m. domesticus* individuals (11 from Massif Central, France and 10 from Cologne/Bonn, Germany) and 22 *M. m. musculus* individuals (11 from Námest nad Oslavou, Czech Republic and 11 from Almaty, Kazakhstan) (Staubach et al., 2012).

We used *Structure* (Pritchard et al., 2000; Falush et al., 2003) to graphically represent the genetic composition of our mapping population (Figure 1—figure supplement 1). We included one diagnostic SNP per 20 cM, 3–5 markers/chromosome totaling 60 SNPs genome wide. We used the ‘admix’ model in *Structure* and assumed two ancestral populations.

### Association mapping

To identify genomic regions significantly associated with relative testis weight and testis gene expression, we used a mixed model approach to test for single SNP associations. Admixture mapping—often applied in studies using samples with genetic ancestry from two distinct populations—was not appropriate for this study because it was not possible to account for relatedness among individuals in the mapping population (Buerkle and Lexer, 2008; Winkler et al., 2010).

We performed association mapping using GEMMA (Zhou and Stephens, 2012), which fits a univariate mixed model, incorporating an *n* x *n* relatedness (identity-by-state) matrix as a random effect to correct for genetic structure in the mapping population. We estimated relatedness among the individuals in the mapping population in GEMMA using all markers and the –gk 1 option, which generates a centered relatedness matrix. For each single SNP association test we recorded the Wald test p value. Phenotypes tested include relative testis weight (testis weight/body weight, RTW), testis expression principal component 1 (PC1, 14.6% variance, associated with fertility, Figure 1—figure supplement 2), and normal quantile ranks of gene expression values for individual transcripts. 

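The deposited values of each probe without an empty cell were compared with their own normal quantile ranks over the 190 males. Pearson's r was at least 0.9996 at each of 22086 probes, with a median of 0.99997. Values drawn from a normal distribution, for as many probes and males, gave a median r of 0.9967 and at most 0.9994, and all 22086 probes lay above that maximum. The highest value of a probe, standardised over males, had a median of 2.794. Normal quantile ranks of 190 males have a highest standardised value of 2.793, and those of 179 males have 2.773.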

Neither RTW nor expression PC1 was significantly correlated with age at phenotyping (RTW: cor = −0.02, p = 0.72; PC1: cor = 0.01, p = 0.90), thus we did not include age in the model. SNP data, phenotypic data, and kinship matrix to run GEMMA area are available through Dryad at: doi:10.5061/dryad.2br40.

To account for multiple testing, we first determined stringent significance thresholds by permutation. We randomized phenotypes among individuals 10,000 times, recording the lowest p value on the X and the lowest p value on any autosome for each permutation. Thresholds set to the fifth percentile across permutations for RTW were 5.73 × 10^−7^ (autosomes) and 5.83 × 10^−5^ (X chromosome); thresholds for expression PC1 were 1.66 × 10^−8^ (autosomes) and 1.01 × 10^−5^ (X chromosome). Next, we identified regions using a more permissive significance threshold based on the 10% false discovery rate (Benjamini and Hochberg, 1995), equivalent to p = 3.49 × 10^−5^ for RTW and p = 2.86 × 10^−4^ for expression PC1.

To estimate the genomic interval represented by each significant LD-filtered SNP, we report significant regions defined by the most distant flanking SNPs in the full dataset showing *r*^*2*^ > 0.9 (genotypic LD, measured in PLINK) with each significant SNP. We combined significant regions <10 Mb apart into a single region.

### Testing for genetic interactions

Identifying genetic interactions using GWAS is computationally and statistically challenging. To improve power, we reduced the number of tests performed by testing for interactions only among significant SNPs (FDR < 0.1) identified using GEMMA. We tested all pairs of significant SNPs located on different chromosomes for each phenotype (692 pairs RTW, 82,428 pairs expression PC1). To account for relatedness among individuals we used a mixed model approach, similar to the model implemented in GEMMA. We used the *lmekin* function from the *coxme* R package (Therneau, 2012) to fit linear mixed models including the identity-by-state kinship matrix as a random covariate. We report interactions as significant for SNP pairs with p < 0.05 and FDR < 0.1 for interaction terms (RTW: FDR < 0.1 ∼ p < 0.02; expression PC1: FDR < 0.09 ∼ p < 0.05).

### Mapping simulations

We performed simulations to evaluate the performance of our mapping approach under varying genetic architectures and allele frequencies. We simulated phenotypes using several genetic models of two-locus epistasis and parameters based on the empirical distribution of relative testis weight. The simulation procedure is illustrated in Figure 4—figure supplement 1. To preserve genetic structure, we simulated phenotypes using two-locus genotypes from the SNP dataset.

We tested 100 autosomal–autosomal SNP pairs (SNPs on different chromosomes) and 100 X–autosomal pairs (50 with *domesticus* X-linked sterile alleles and 50 with *musculus* X-linked sterile alleles). The criteria used for choosing ‘causative’ SNPs were a minor allele frequency >0.05 in the mapping population and fixed in at least one subspecies. The ‘sterile’ allele could be polymorphic or fixed within subspecies but the alternate ‘non-sterile’ allele had to be fixed within the other subspecies—e.g. *domesticus* sterile alleles have frequencies 0.05–1.0 in the *domesticus* reference populations from France and Germany and the alternate allele at those SNPs are fixed in *musculus* samples from the Czech Republic and Kazakhstan. For each pair, the ‘causative’ SNPs were randomly selected from all SNPs meeting those criteria (144,506 possible *domesticus* sterile, 124,390 possible *musculus* sterile).

For each SNP pair, we modeled all possible combinations of recessive, additive, and dominant sterile alleles. For each model type, we assigned mean Z scores for each possible two-locus genotype (Figure 4—source data 1). The magnitude of the most severe phenotype (−2.3 standard deviations) is based on observed relative testis weights in the most severely affected males. The mean Z score for heterozygotes in additive models was −1.15. Mean Z scores for non-sterile genotypes in the models were randomly drawn from a uniform distribution between −0.5 and 0.5.

For each SNP pair/architecture, 100 data sets were generated by drawing phenotypes (Z scores) for each individual from a normal distribution with the appropriate two-locus mean and standard deviation = 0.75. The standard deviation value, equivalent to 2.98 mg/g, was chosen on the basis of standard deviations in pure subspecies samples from the mapping population (*domesticus =* 2.13, *musculus* = 3.65; (Turner et al., 2012)). This value is higher than standard deviations in intraspecific F_1_ males (*domesticus*^LEWES^ × *domesticus*^WSB^ = 1.2, *musculus*^PWK^ × *musculus*^CZECH^ = 1.0; (Good et al., 2008a)), suggesting estimates of mapping power may be conservative.

In total, 90,000 simulations were performed, (9 architectures × 100 SNP pairs × 100 data sets). We identified significant SNPs for each data set using GEMMA, as described above for the empirical data.

### Significance of overlap between candidate sterility loci

We used permutations to test for non-random co-localization of candidate sterility loci from this study and previous QTL and hybrid zone studies. The locations of significant GWAS regions for relative testis weight and expression PC1 were randomized 10,000 times using BEDTools (Quinlan and Hall, 2010). To assess overlap between significant regions for the two phenotypes, we counted the number of RTW regions overlapping PC1 regions (and vice versa) for each permutation. To test for overlap between GWAS identified regions and previously reported candidate regions for related phenotypes, we counted the number of permuted regions overlapping the positions of the published regions (fixed) for each replicate. GWAS regions for both phenotypes were compared to genomic regions with evidence for epistasis and reduced introgression in the Bavarian transect of the hybrid zone (Janousek et al., 2012). In addition, RTW regions were compared to testis weight QTL from mapping studies in F_2_ hybrids from crosses between subspecies (Storchova et al., 2004; Good et al., 2008b; White et al., 2011; Dzur-Gejdosova et al., 2012) and expression PC1 regions were compared to *trans* eQTL hotspots identified in F_2_ hybrids (Turner et al., 2014).

### Gene annotation

We used ENSEMBL (version 66, February 2012) Biomart to download gene annotations for genomic regions significantly associated with relative testis weight. We identified candidate genes in significant regions with roles in male reproduction using reviews of male fertility (Matzuk and Lamb, 2008), manual searches, MouseMine searches for terms related to male fertility (http://www.mousemine.org/), and gene ontology (GO) terms related to male reproduction or gene regulation (plus children): meiosis GO:0007126; DNA methylation GO:0006306; regulation of gene expression GO:0010468; transcription GO:0006351; spermatogenesis GO:0007283; male gamete generation GO:0048232; gamete generation GO:0007276; meiotic cell cycle GO:0051321. Many genes with roles in reproduction reported in publications were not annotated with related GO terms, highlighting the limitations of gene ontology. Moreover, genes causing sterility might not have functions obviously related to reproduction.

## Additional files

### Major datasets

The following dataset was generated

Turner L and Harr B, 2014, GWAS mapping genotype data, doi:10.5061/dryad.2br40, Available at Dryad Digital Repository under a CC0 Public Domain Dedication

Turner L and Harr B, 2014, Testis expression in *Mus musculus domesticus* x *Mus musculus musculus* hybrid zone mice, ; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61417, Publicly available at GEO (http://www.ncbi.nlm.nih.gov/geo/)

How the deposited data were processed for this re-analysis (not part of the article)

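Testis RNA of 190 hybrid zone males was hybridised by the authors to single-color Agilent whole mouse genome arrays, 1 array per male. The authors extracted signals with Agilent Feature Extraction (version not given in the sources used here), subtracted background with an offset of 50, filtered probes on quality flags and on signal above background in at least 10% of samples, and quantile-normalized the arrays. The deposited values are on a log scale, taken as log2. In the 22086 probes without an empty cell the values were also found to follow normal quantile ranks within each probe over the 190 males, set at a mean and standard deviation per probe. The 2132 probes with an empty cell were not compared. The paper names normal quantile ranks for the mapping of individual transcripts, and its text does not say that the components were computed from them. Levels of a probe are therefore reported on the log2 scale, and differences between males are reported as correlations and component scores only. Quantiles of an array are no longer those of the authors' normalization. Splits of a probe's values into 2 levels and correlations of array percentiles with PC1 over all males were computed before this was found. They are not reported, since ranking sets their outcome in part. The percentiles of the 4 arrays lowest on PC1 are given as values only.

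Principal components were computed on the 22086 probes without an empty cell, centred and scaled to unit variance, over all 190 males. PC1 was turned so that its longer tail is negative, and the other components so that the 4 males with the lowest PC1 scores have a positive mean. Errors come from 100 bootstrap draws of males and the chance level from 100 draws with each probe shuffled over males. Each probe was fitted on the standardised PC score with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over all probes and a threshold of 0.05. At that threshold 17310 probes followed PC1 and 13646 followed PC2. Counts at an absolute r of 0.5 are given at the conclusions. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Listing runs are stretches of ascending individual numbers in the order in which the samples are listed. They are no labelled batch, and no condition was taken from them.

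The steps were tested on simulated data of the same size. Simulated components of 15% and 8% were recovered as 15.3% and 8.37%. Of 50 probes simulated with a correlation of 0.2, limma recovered 11, of 50 with a correlation of 0.3 it recovered 37, and of 50 at each of 0.4 and 0.5 it recovered 50. Of 21886 unchanged probes it called 9. In this limma test the score came from outside the probes, 200 probes changed, and the noise was independent over probes and males. In the data the score is built from the probes, far more probes were called and some males are siblings. The rates therefore do not carry over to the counts for PC1 and PC2.

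The main tests, a first set of alternatives and the gene lists were fixed before the data were examined. The split of probes by signal, the shares of squared loadings and of sums of squares, the skewness, the number of components above chance, the comparison with normal quantile ranks, and the listing-run tests of the third to sixth components were added after the data were seen, as were the steps and alternatives described so where they are given. Analyses that need a gene name or position for a probe were not run, namely the gene lists, the named genes, the genes of mapped regions, X-linked genes, the comparison of probes of a gene and one value per gene. Correlations planned per gene were computed per probe, and the probes named are those with the 2 highest and the 2 lowest correlations with PC1 that kept their sign in Spearman's rho and without the 2 males farthest from the median score. Relative testis weight, hybrid index, genotypes, family and array batch were not analysed here.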

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

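The listing-run test of PC3, the count of its sign changes, the correlation between listing neighbours and the count of listing runs that hold the 4 lowest males were chosen after the patterns were seen. The third component is not reported in the paper. PC3 explained 6.22% of the variance, against at most 0.634% for the first component of shuffled values, and 64.8% of its variance lay between listing runs (permutation test, p = 1e-05, the smallest that 100000 permutations can give, and 2e-05 after Benjamini-Hochberg adjustment over 6 components). Its sign changed 8 times along the listing of 190 males, where shuffled scores changed sign 93.5 times on average and at least 65 times. An absolute r of at least 0.5 with PC3 was found at 1210 probes. PC4, PC5 and PC6 also differed between listing runs, which held 29.5%, 16.6% and 26.0% of their variance. The adjusted p-values from the same permutation test were 2e-05, 0.0099 and 3e-05.

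What set the steps of PC3 stays open. The correlation between 72 pairs of listing neighbours whose numbers lie more than 10 apart was 0.860, which restates the steps. The processing order of the arrays may lie behind them, as may any other variable that goes with the listing. Over 138 pairs of males with neighbouring individual numbers that are listed more than 20 places apart, the correlation of PC3 was 0.00279, but over 6 components such pairs reached at most 0.00420, so neighbouring numbers give no sign of marking relatives and the value decides nothing. After the arrays were quantile-normalized again, the matching component correlated with PC3 at 0.996, and 65.3% of its variance lay between listing runs. The repeat changed values by a median over arrays of only 0.057 probe SDs, so a component much like PC3 was likely to come back. It therefore decides nothing about the differences that remain between the arrays' distributions. Differences from before the values were ranked were not tested either. No label names a batch, and no biological explanation was tested.

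The scores of 4 males lay far below the others on PC1, with a gap of 1.14 SD between the fourth and the fifth lowest score. The arrays of these males also stood apart in other measures. Their median correlations with the other arrays were 0.898 in FP152, 0.926 in FP233, 0.924 in FP077 and 0.945 in FP039, the 4 lowest of 190, where the median array had 0.971. Their 99th percentiles were 15.68, 15.79, 15.77 and 15.88 in the same order, also the 4 lowest, where the median array had 16.37. Both measures are made from the values that give PC1, so they do not tell poor arrays or tissue from a real difference in expression.

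Quantile-normalizing the arrays again changed these 4 arrays the most, by 0.27 to 0.41 probe SDs on average against a median of 0.057 over arrays, and left the gap at 1.11 SD with the same 4 males lowest. This argues against the differences that remain between the arrays' distributions as the whole source of the gap, and says nothing about differences from before the values were ranked. Without the brightest 10% of probes the gap was 1.23 SD, which decides nothing, since probes were scaled to unit variance. The 4 males lay in 4 different listing runs, but PC3 took both signs within 6 of the 17 runs, so the runs need not be processing rounds and one round is not excluded. The paper states that RNA quality was verified and that arrays went through quality control, and it reports a correlation of PC1 with relative testis weight. Neither per-array quality values nor testis weights were analysed here, so array and tissue quality stay open, and no biological explanation was tested.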

How the results depend on the processing

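Of 72 comparisons with an alternative, 60 stayed within the spread or within 1.5 times the count. These leave out 9 comparisons with normal quantile ranks, which say nothing about stability because the deposited values of the probes used already follow such ranks. The share of PC1 fell to 12.1% without the 2 males farthest from the median PC1 score, a change that follows from leaving out extreme scores. Over 100 random draws of 179 males it ran from 12.6% to 15.2%, and over the other alternatives from 14.3% to 16.3%. The share of PC2 was 9.48% with probes not scaled, and the cause was not tested. With Spearman's rho, 1567 probes reached 0.5 with PC1 and 1244 reached -0.5. Without the 10 males with the lowest PC1 scores these counts were 939 and 795, and in the brightest 10% of probes 8.19% rose and 5.21% fell, with 0.724% and 1.36% in the dimmest 10%. Leaving out extreme scores lowers such counts by itself. The cause of the lower counts with Spearman's rho was not tested. The count of males below -46.97 ran from 19 to 27 over the random draws of 179 males. It was 21 with the dimmest 25% of probes left out, where all scores shrink because fewer probes enter, 26 with the threshold rescaled to the 24218 deposited probes, as planned, and 28 with it rescaled to the 22086 probes from which the scores come. With the paper's mean interaction effect rescaled in these ways, 11 and 12 males scored below it in place of 6. All rescaled counts hold only if 36323 probes entered the paper's PC1. Alternatives that need one value per gene, a choice among probes of a gene, gene lists, region genes or X-linked genes were not run. Filling empty cells, rounding scores, rescaling the mean effects, rescaling to the probes behind the scores and leaving out the 10 males in the split by signal were added after the data were seen. No paired analysis was possible because the males form 1 group. Signal over background of single spots was not analysed here.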

Other observations

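The correlations of PC1 with the size of other components were chosen after the data were seen, and the counts of the lowest tail were planned. Over 190 males, PC1 scores were set against the absolute scores of 5 other components, with 100000 permutations and Benjamini-Hochberg adjustment over the 5. The absolute PC5 score was higher in males with lower PC1 scores (Pearson's r = -0.380, permutation p = 1e-05, the smallest that the permutations can give, and Spearman's rho = -0.380, permutation p = 1e-05, adjusted p = 5e-05). The r was -0.417 without the 2 males farthest from the median PC1 score and -0.392 within listing runs. The absolute PC2 score went the same way (r = -0.282, permutation p = 2e-04, and rho = -0.262, permutation p = 3.3e-04, adjusted p = 8.2e-04), with an r of -0.178 without those 2 males and -0.318 within listing runs. The absolute PC4 score went the opposite way (r = 0.179, permutation p = 0.0135, and rho = 0.231, permutation p = 0.00134, adjusted p = 0.00223), with an r of 0.223 without those 2 males and 0.188 within listing runs. PC3 and PC6 did not pass, with adjusted p of 0.398 and 0.216 for rho values of 0.0619 and 0.0990. Siblings are not independent, so these p-values are too small.

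The lowest tail of PC1 bounds how many males can share a low mean. The paper's mean effects are averages over loci or over interactions, so they need not be the mean of any single genotype class. The mean of the lowest scores stays at or below the paper's mean interaction effect of -130.77 for at most 20 of 190 males, and at or below its mean single-locus effect of -81.51 for at most 41. With both effects rescaled to the 22086 probes from which the scores come, an alternative chosen after the values were seen, these numbers were 30 and 56. The rescaled numbers hold only if 36323 probes entered the paper's PC1.

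Individual FP143, labelled as a hybrid zone male, had a PC1 score equal at 2 decimals to the paper's minimum for pure subspecies males. The shares of PC1 and PC2 in all 190 males were 14.6% and 8.07%, and their means over 100 random draws of 179 males were 14.7% and 8.12%. The paper gives 14.6% and 8.1%. The score of FP143 differed from the printed minimum by -0.00114, and the scores next to it were -51.1 and -43.2. Deposited values followed ranks over 190 males, not 179. These matches are what the same males and probes as here would give. The match of the score rests on 1 male, and draws of 179 males gave similar shares. Which males and probes entered the paper's components therefore stays unsettled.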
